# Microarray Expression Analysis of the Main Inflorescence in *Brassica napus*

**DOI:** 10.1371/journal.pone.0102024

**Published:** 2014-07-09

**Authors:** Yi Huang, Jiaqin Shi, Zhangsheng Tao, Lida Zhang, Qiong Liu, Xinfa Wang, Qing Yang, Guihua Liu, Hanzhong Wang

## Abstract

The effect of the number of pods on the main inflorescence (NPMI) on seed yield in *Brassica napus* plants grown at high density is a topic of great economic and scientific interest. Here, we sought to identify patterns of gene expression that determine the NPMI during inflorescence differentiation. We monitored gene expression profiles in the main inflorescence of two *B. napus* F_6_ RIL pools, each composed of nine lines with a low or high NPMI, and their parental lines, Zhongshuang 11 (ZS11) and 73290, using a *Brassica* 90K elements oligonucleotide array. We identified 4,805 genes that were differentially expressed (≥1.5 fold-change) between the low- and high-NPMI samples. Of these, 82.8% had been annotated and 17.2% shared no significant homology with any known genes. About 31 enriched GO clusters were identified amongst the differentially expressed genes (DEGs), including those involved in hormone responses, development regulation, carbohydrate metabolism, signal transduction, and transcription regulation. Furthermore, 92.8% of the DEGs mapped to chromosomes that originated from *B. rapa* and *B. oleracea*, and 1.6% of the DEGs co-localized with two QTL intervals (*PMI10* and *PMI11*) known to be associated with the NPMI. Overexpression of *BnTPI*, which co-localized with *PMI10*, in *Arabidopsis* suggested that this gene increases the NPMI. This study provides insight into the molecular factors underlying inflorescence architecture, NPMI determination and, consequently, seed yield in *B. napus*.

## Introduction

The inflorescence architecture of plants is a key agronomic factor determining seed yield, and is thus a major target of crop domestication and improvement [1], [2]. Variations in agricultural productivity and reproductive success are largely determined by differences in shoot architecture, and reproductive shoots known as inflorescences exhibit tremendous diversity across flowering plants in both branch and flower number [3]–[5]. The inflorescence architecture depends on developmental decisions at the inflorescence meristem [6], [7].

*Brassica napus* is one of the most important cash crops in the *Brassicaceae* family. The transition from vegetative to reproductive growth is particularly important for successful seed production. After the floral transition, the main inflorescence (MI) meristem either acquires a floral meristem identity or produces lateral meristems, which further iterate the MI meristem pattern (Benlloch et al., 2007; Bradley et al., 1997; Prusinkiewicz et al., 2007; Thompson and Hake, 2009; Wang and Li, 2008). Since the number of pods on the main inflorescence (NPMI) influences the productivity of *B. napus*, especially under high-density growth conditions, plant breeders throughout the world are interested in identifying the factors that determine the initiation and formation of pods on the MI. Therefore, understanding the genetic basis of inflorescence architecture will not only elucidate this intriguing evolutionary mechanism, but may also be used to improve crop grain yield [1], . Although the link between the NPMI and yield is well established, surprisingly little research has examined the molecular basis of the differentiation and development of pods on the MI in *B. napus*. Such information is essential for improving molecular breeding techniques and developing genetic modification strategies.

Several lines of genetic evidence suggest that inflorescence architecture is controlled by multiple genes and their interactions [9]–[12]. Transcriptome analysis provides a valuable tool for identifying the network of genes underlying MI development. Microarray analysis and transcriptomic sequencing have been used to identify genes involved in numerous biological processes in several species [13]–[19]. Transcriptomic sequencing is widely used for genome-wide expression pattern analysis in species that have been fully sequenced, such as *Arabidopsis* and rice. Conversely, microarray analysis is suitable for identifying genes in species such as *B. napus*, for which little reference genome information is available. Recently, an oligonucleotide array of *Brassica* harboring 90K genes was developed in CombiMatrix and used to identify genes in *B. napus* siliques subjected to drought stress [20] and to decipher the biology of seed coats in canola [21].

To gain insight into the mechanism underlying inflorescence shaping, the differentiation and development of pods on the MI, and high yield formation in *B. napus*, we adopted a microarray-based approach to study large-scale gene expression changes in the inflorescence. Specifically, we investigated the transcriptomic variation at the pistil-stamen primordial differentiation stage of two *B. napus* F_6_ RIL pools, each composed of nine lines with an extremely low or high NPMI, and their elite parental lines, Zhongshuang 11 (ZS11) and 73290, which exhibit marked differences in the NPMI, using the 90K oligonucleotide array. We sought to identify patterns of gene expression in the MI during pod differentiation, determine biological processes associated with pod differentiation and determination, and identify potential candidate genes that are involved in inflorescence development, and especially in pod determinacy, by identifying genes that are both differentially expressed in the MI and co-localized with QTL intervals associated with the NPMI. Furthermore, we planned to demonstrate the functional roles of some representative potential DEGs in increasing the NPMI by overexpressing these DEGs in *Arabidopsis* wild type plants.

## Materials and Methods

### Plant growth and sample collection

Two elite *Brassica napus* L. lines, cv. Zhongshuang 11 (ZS11), which was used for genome sequencing, and 73290, which was used for re-sequencing, developed by the Rapeseed Biotechnology Breeding Unit, Oil Crops Research Institute of the Chinese Academy of Agriculture Sciences (Wuhan, China), were used to generate an F_2∶3_ population harboring 183 offspring for QTL mapping of yield traits, as previously described [22]. Subsequently, an F_6_ inbred line (RIL) population was obtained from the F_2∶3_ population by single seed descent. Twelve lines with an extremely high number of pods on the main inflorescence (NPMI) and 11 with an extremely low NPMI were selected from the above F_6_ RIL population. Four of these lines flowered too late to harvest and one was partially sterile, leaving nine high- and nine low-NPMI lines. The ZS11, 73290, and 18 RIL lines were used for gene expression profiling analysis in the main inflorescence (MI).

Seeds were sown on May 17, 2011 in the experimental station of Qinghai University (Xining, Qinghai Province, China), which is managed by local people. The owner provided full access permission to the experimental site. The field trails did not range over any protected or endangered species, and no vertebrates were involved in this study. Individual plants in each line that did not exhibit any obvious phenotypic differences were selected at several developmental stages, to avoid the erroneous inclusion of plants not belonging to the line. The development of the MI was observed under a microscope (Olympus, Japan). The inflorescence primordia of three to five plants for each line were examined every three days under an anatomical microscope, beginning at the eighth leaf stage. The MI primordia of five plants per line in which the first flower on the MI was in the pistil-stamen primordia initiation stage were harvested in the morning, immediately frozen in nitrogen, and then kept at −80°C for total RNA isolation. Ten mature plants of each line were harvested and the inflorescence traits were recorded.

Seeds of *Arabidopsis thaliana* ecotype Col-0, transgenic *D35S::BnTPI* and *pBnTPI::GUS*, and empty vector (EV) lines were germinated on MS (Murashige & Skoog) medium in Petri dishes for 4 days at 4°C in the dark, and then transferred to a growth room at 21°C under a regime of 16-h light/8-h dark at a light intensity of ∼150 µE^.^m^−2.^s^−1^. After 7 to 10 days, the seedlings were transplanted to pots of soil (Peilei Co., Jiangsu, China) and grown under the same conditions as described above. Transgenic and control lines were grown under identical conditions in different pots to avoid cross-pollination.

### RNA extraction

Using an RNeasy Mini Kit (Cat. 74124, Qiagen, Mississauga, ON) according to the manufacturer's recommendations, the total RNA of inflorescence primordia was extracted in biological triplicate, each consisting of three main inflorescence sections taken from three independent plants. Trace amounts of DNA were removed using DNase I (Cat. 18068-015, Invitrogen, USA). The RNA yield and purity were determined spectrophotometrically with a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific, USA), and the intactness of RNA was verified by electrophoresis on a 1% agarose gel with 1×TBE running buffer at 70 V for 40 min. Purified total RNA was precipitated and re-suspended in DEPC-treated water to a final concentration of about 500 ng/µL. For the high- and low-NPMI lines, the total RNA of inflorescence primordia was extracted individually and pooled at equal concentrations within each extreme-NPMI group. Nine lines were used for each biological replicate in the reverse transcription analysis.

Total RNA of *Arabidopsis* transgenic and control seedlings was extracted using an RNAprep Pure Plant Kit (TIANGEN, China) under the manufacturer's recommendations.

### Microarray analysis

#### 1) *Brassica* 90K array

A *Brassica* genomics resource was developed at the Plant Biotechnology Institute, National Research Council Canada (PBI-NRC) and Agriculture and Agri-Food Canada (AAFC) in collaboration with other institutes. About 95,418 unique sequences were assembled using 781,826 EST sequences mainly from three species: *B. napus*, *B. rapa*, and *B. oleracea.* These unique sequences were submitted to CombiMatrix for the development of a 35–40mer oligonucleotide microarray. Probes were synthesized *in situ* on electrodes of a microchip. The customized CombiMatrix *Brassica* array comprised 90,500 probes and was named the Brassica 90K array.

#### 2) aRNA in vitro synthesis, dye coupling, and hybridization to the *Brassica* 90K array

cDNAs were synthesized from total RNA extracted from the main inflorescence of ZS11 and 73290, and from the high- and low-NPMI pools. About 3.0 µg of total RNA for each sample was reverse transcribed into amino allyl-modified aRNA using a Message II aRNA Amplification Kit (Cat: 1753, Ambion, Austin, TX, USA), according to the manufacturer's protocol. The amplification products were analyzed by agarose gel electrophoresis and ethidium bromide staining, and the aRNA yield was quantified using a NanoDrop 1000 spectrophotometer. The aRNA was selected as template for fluorescent target preparation for microarray experiments.

About 5.0 µg of aRNA was labeled with mono-reactive NHS esters of Cy5 in the dark for 30 min at room temperature, and the samples were purified and used as targets for hybridization. The pre-hybridization and hybridization procedures were performed precisely according to the protocol of CombiMatrix (www.combimatrix.com). Cy5 dye-labeled RNA populations from individual tissue samples were hybridized to the 90K array and three biological replicates were performed.

#### 3) Data collection and analysis

Hybridized arrays were scanned using a LuxScan 10K Scanner (CapitalBio Corporation, Beijing, China) at 5 µm resolution, 100% laser power, and different PMT values to obtain a similar overall intensity between slides. The scans were saved as TIF files. Raw spot fluorescence intensities were collected using LuxScan version 2.0 (CapitalBio Corporation, Beijing, China) and saved as LSR files. The microarray dataset generated in this study was deposited in NCBI's Gene Expression Omnibus and is accessible through GEO series accession number GSE57886 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE57886).

Before normalization, basic pre-processing was performed. Samples that were originally negative after background subtraction and those with an overall signal intensity of ≤100 were filtered out. Array features annotated as “Empty”, “Blank” and those internal controls were flagged and excluded from the analysis. Twelve LSR files containing the raw probe intensity values were imported into R and the signal intensities were subjected to quantile normalization to normalize between arrays using the R-package LIMMA [23] with a 5% false discovery rate (FDR≤0.05). Probes with at least one missing value within triplicates were removed from subsequent analysis. The background-corrected signal intensity of each probe on the array was combined by averaging three biological replicates. A gene was considered to be differentially expressed when its fold-change in expression between two samples was ≥1.5 or ≤0.67.

Probe annotation analysis was performed using BLASTx at an *E*-value of ≤10^−5^ or a BLASTn score of ≥100 against the TAIR10 database (http://www.arabidopsis.org). The functional categories were calculated using bootstrap analysis with 100 replicates of the TAIR10 Arabidopsis genome annotation, at a 95% confidence level (p<0.05), and MapMan was used as the classification source [24].

### Isolation and cloning of *BnTPI*

#### 1) Construct preparation and transformation

The entire open reading frame (ORF) of *BnTPI* was amplified by RT-PCR using a pair of gtpi primers from the cDNA of ZS11, resulting in the *pD1301S::BnTPI* construct with a 765-bp insert. The *pBnTPI::GUS* construct harbored a 1,706-bp fragment of the *BnTPI* ORF that had been amplified with ptpi primers from the cDNA of ZS11. PCR was carried out with a C1000 PCR system (BIO-RAD) using an *Easy Taq* DNA Polymerase Kit (Cat: E51117, TransGen, China) and the following amplification cycle: 30 cycles of 94°C for 30 s, 58°C for 30 s, and 72°C for 40 s. The amplicons were collected and cloned using TA-overhangs into the pMD18-T vector (Takara). The integrity of cloned inserts was confirmed by sequencing with a pair of M13 primers. These coding regions of *BnTPI* in pMD18-T were respectively transferred to generate expression plasmids *pD1301S::BnTPI* and *pBnTPI::GUS*, which were confirmed by PCR using a pair of primers based on the cauliflower mosaic virus 35S constitutive promoter (35s-f) and gtpi-r, and the pC1301GT (cgt-r) and ptpi-f primers, respectively. The sequences of all the PCR primers are listed in Table S3.

*Agrobacterium tumefaciens* strain GV3101 harboring *pD1301S::BnTPI* or *pBnTPI::GUS* was transformed into *Arabidopsis thaliana* wild-type Col-0 plants by floral dip as previously described [25]. Transformants were germinated and screened based on hygromycin B resistance on Murashige and Skoog medium.

#### 2) Real-time PCR

Total RNA of transgenic and control seedlings was extracted using the RNAprep Pure Plant Kit (TIANGEN, China) under the manufacturer's recommendations. First-strand cDNA was synthesized from 10.0 µL of total RNA using Oligo (dT) and 200 units of M-MLV reverse transcriptase (Promega) and incubated at 70°C for 5 min, in an ice-bath for 5 min, and at 42°C for 60 min. For comparative PCR, different cDNAs were normalized using *ACTIN2* (AT3G18780)-specific primers (Table S3). Reactions were performed in a final volume of 20.0 µL containing 10.0 µL of 2×SYBR Green Master Mix (TOYOBO), 0.5 mM of each primer, and 2.0 µL of cDNA, using a real-time PCR system (CFX96, Bio-RAD). PCR conditions were as follows: 95°C for 2 min, followed by 40 cycles of 95°C for 15 s, 58°C for 15 s, 72°C for 25 s, and 25°C for 30 s. *ACTIN2* expression was used to normalize the transcript level in each sample. Data were analyzed using sequence detector software (Bio-RAD, Version 2.1).

#### 3) GUS Staining

Nine-day-old, light-grown seedlings expressing the *pBnTPI::GUS* fusion were vacuum infiltrated for 5 min and then incubated overnight at 37°C in reaction buffer containing 50.0 mM sodium phosphate (pH 7.0), 0.5 mM ferricyanide, 0.5 mM ferrocyanide, 0.05% Triton X-100, and 1.0 mM X-Gluc [26]. Plantlets were depigmented with 70% ethanol and GUS staining patterns were documented using a digital camera [27].

## Results

### Morphological differences in the inflorescences of *B. napus* lines

The MIs of plants of line 73290 were much larger than those of ZS11 (Figures 1A and 1B). Furthermore, line 73290 had more differentiated flower buds and a higher NPMI than ZS11 and a longer MI. The NPMI is determined by the duration and rate of differentiation. We found that line 73290 had a longer period of differentiation than did ZS11. A Student's *t*-test (p<0.05) showed that the difference in the NPMI between ZS11 (80∼90) and 73290 (140∼150) was significant. Consequently, we constructed genetic linkage maps using SSR markers to detect QTLs associated with multiple yield-related traits from 183 lines within the F_2∶3_ population derived from the cross between ZS11 and 73290 (unpublished).

**Figure 1:**
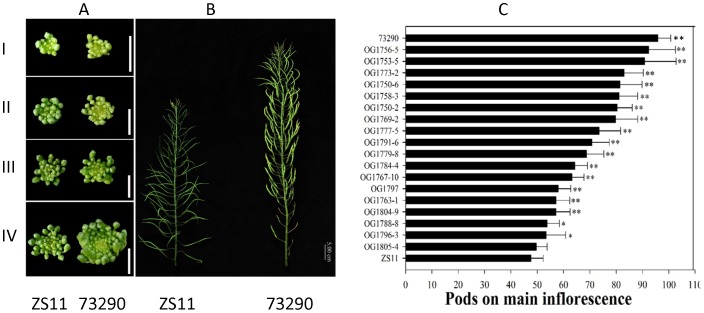
Morphological features of the main inflorescence (MI). (A) Top view of young floral buds on the MI of ZS11 and 73290 at four development stages, namely sepal initiation (I), pistil-stamen initiation (II), petal initiation (III), and pistil-stamen elongation (IV). (B) The intact MI of ZS11 and 73290 before harvesting. (C) Histogram indicating differences in the NPMI between ZS11, 73290, and the F_6_ RIL lines. Significance was determined using Student's *t-*test (n = 30). Asterisks above the columns indicate significant differences compared to ZS11. *, p<0.05; **, p<0.01.

Based on the variation in the NPMI in lines within the F_6_ RIL populations, we selected a subset of 23 F_6_ RIL lines that had an extremely low or high NPMI. We counted the NPMI in the ZS11, 73290, and F_6_ lines using 10 mature plants per accession. Differences between ZS11 and all accessions except line OG1805-4 were significant (Student's *t*-test; p<0.05) (Figure 1C), as were those between 73290 and all other accessions examined.

We selected 9 RILs with a high NPMI and 9 with a low NPMI to construct high- and low-NPMI RNA pools for gene expression profiling of the MI using the Brassica 90K oligonucleotide array. 

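RNA of the MI at the pistil-stamen primordia initiation stage was profiled in 4 RNA samples: the parents ZS11, which has few pods on the MI, and 73290, which has many, and a low- and a high-NPMI RNA pool of 9 RILs each. Every sample was hybridized in biological triplicate, each replicate taken from 3 plants per line, which gave 12 arrays. Labelling used 1 dye, Cy5. The Brassica 90K array holds 102544 features in 104 blocks of 29 by 34 features, of which 90530 are probes, 9233 are empty, and 315 are negative controls. The authors deposited the LuxScan intensity of every feature with its local background, and a table of normalized intensities. The median foreground intensity lay between 610 and 1066 per array, 0.76% to 3.94% of the probes were not above background, and 0.027% to 0.258% were saturated. The number of arrays limits the precision of all values for this experiment.

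The scanner intensities were processed after the methods. Background was subtracted, spots not above background, empty features and controls were left out, the arrays were quantile normalized, and probes with an overall signal of 100 or less, or with a value missing within the triplicates, were removed. The remaining 81440 probes were tested on the log2 scale with limma, in 1 fit over the 4 samples. A probe was called differentially expressed at an FDR of 0.05 and a ratio of at least 1.5 or at most 0.67. Genes are named by the Arabidopsis match that the array's annotation or the paper's supplementary tables give to a probe, and a difference is always the first sample named minus the second.

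In 5 of the 12 arrays the intensities did not follow those of the other 7 position by position. The median Spearman's rho with the arrays in register was 0.19 for ZS11 replicate 3, 0.055 for 73290 replicate 1, 0.196 for replicate 3 of the high-NPMI pool, and 0.1 and 0.118 for replicates 2 and 3 of the low-NPMI pool, against 0.795 to 0.832 for the others. Each block of these 5 arrays was then moved by the whole rows and columns that gave its highest correlation with the arrays in register, searched up to 8 either way. The rho became 0.822, 0.803, 0.818, 0.723 and 0.765 in the same order. This step was chosen after seeing the data, from correlations between arrays and before any differentially expressed gene was counted in the moved arrays, and left 75786 probes for the test. Values are given below as deposited and as realigned, the latter with the 5 arrays moved.

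The arrays came from 6 chips scanned on 8 days in 2 campaigns. ZS11 replicates 1 and 2 and 73290 replicates 2 and 3 were scanned in the earlier campaign and the other 8 arrays in the later one. The 3 arrays of the low-NPMI pool shared a chip that held no other sample. Scan days with both samples of a comparison exist for ZS11 against 73290 and for the low- against the high-NPMI pool, with 2 arrays on either side.

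**Figure D1:**
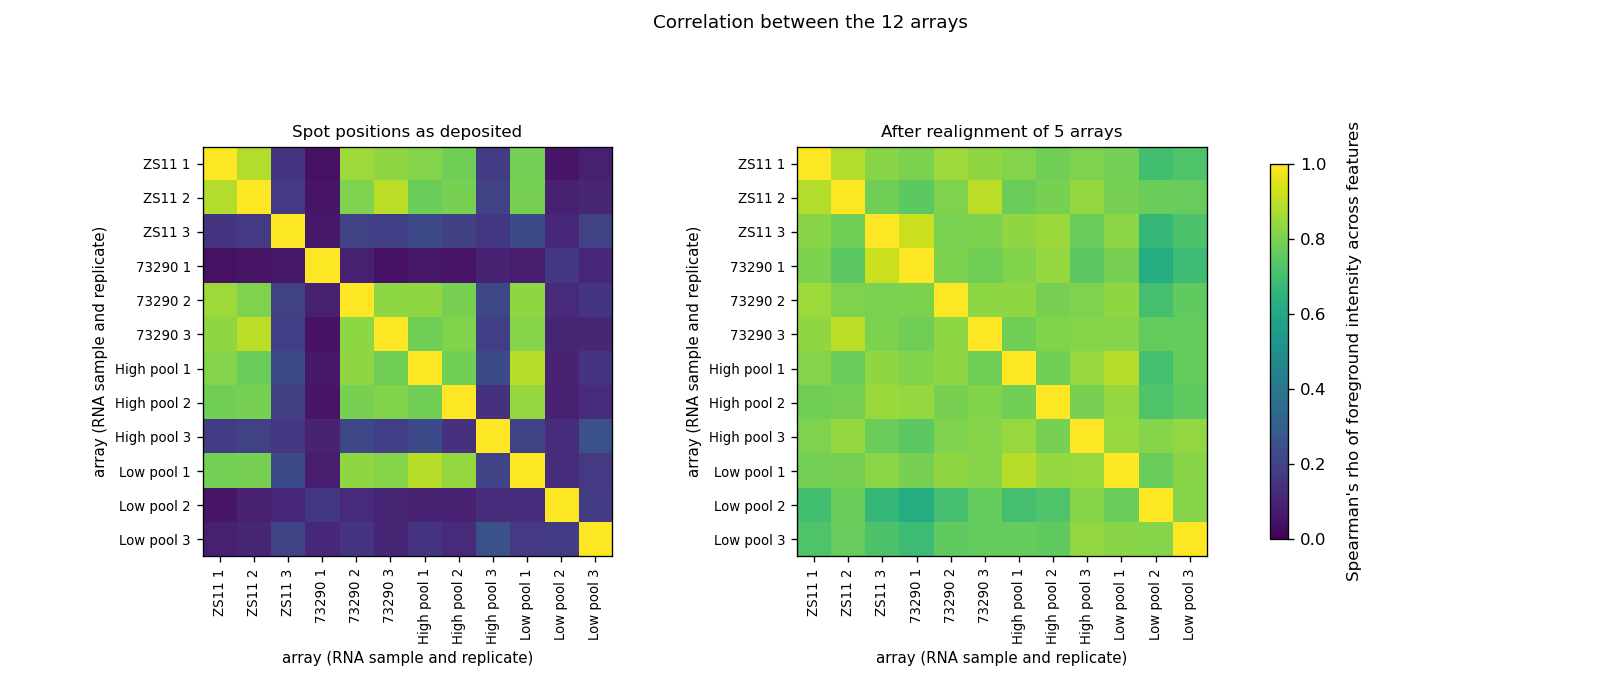
Spearman's rho of foreground intensity across features for each pair of the 12 arrays, as deposited (left) and after realignment of 5 arrays (right), with the RNA sample and replicate on both axes and colour from 0 to 1. As deposited, 73290 replicate 1 has a median rho of 0.055 with the arrays in register, and 0.803 after realignment.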

Hereafter, we refer to ZS11 and the low-NPMI RNA pool as the low-NPMI sample, and 73290 and the high-PMI RNA pool as the high-NPMI sample.

### Gene expression profiles of the main inflorescence

As previously described [21], each oligonucleotide probe on the array was designed based on non-overlapping *Brassica* EST contigs and singletons that ideally represent unique genes. For ease of description, we will refer to each of the 90K probes on the array as a gene, and provide AGI locus numbers of the *Arabidopsis* sequences with the highest level of identity for each cDNA or contig that was used as a source for each array probe. A total of 84970 genes produced hybridization signals in all four RNA samples within the biological triplicates and these signals were subjected to data processing. 

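Hybridization signals above background were found for most probes in all 4 RNA samples. The table of normalized intensities that the authors deposited holds 84970 probes with a value on each of the 12 arrays. Its values are on a linear scale with no centring of genes, and their median lies between 860.5 and 862.8 per array. They correlate with the scanner intensities of the array they are labelled with at r = 0.966 (replicate 3 of the low-NPMI pool) to 0.995 (replicate 2 of the high-NPMI pool). For the 5 arrays moved above, r was 0.966 to 0.992 at the positions as deposited. The authors' table thus holds these 5 arrays as deposited and not as realigned. The methods state that background-corrected intensities were averaged over the triplicates. The ratios of arithmetic means of the triplicates in the authors' table equal the ratios printed in Table S1 to within 0.00049% for all 1904 genes that could be read, which are the first 1904 of the 4805 rows of Table S1. Those printed ratios thus also rest on the 5 arrays as deposited.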

We sought to identify differences in gene expression that led to differences in the MI and NPMI between the low-NPMI and high-NPMI samples, by comparing the expression of genes in the ZS11 vs. 73290 or high-NPMI RNA pool and the low-NPMI RNA pool vs. 73290 or the high-NPMI RNA pool. 

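As deposited, no gene passed the FDR in the MI of ZS11 against 73290 (0 of 81440 probes by limma), with 937 at an unadjusted p of 0.05 and 1.5-fold, 581 higher in ZS11 and 356 lower. Simulated data with the spread of these arrays gave 4157 unchanged probes past the same limits, so the genes named at this p are not told from chance. Among these were MI92080, matched to a calmodulin-binding protein, at 13.73 ± 2.53 (SD, n = 3) in ZS11 and 9.64 ± 0.82 in 73290 on the log2 scale, MI12140, a myrosinase-binding protein (difference 3.77, SE 1.19), and MI72111, the lipid transfer protein LTP5 (3.25, SE 0.86). In the other direction were MI36764, a protein of unknown function (-3.62, SE 1.17), and MI61736, GRF7, a 14-3-3 protein that binds phosphorylated partners (-3.19, SE 0.82). All of these had an adjusted p of 1.

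As realigned, 25 genes were differentially expressed between the parents by limma, 16 higher in ZS11 and 9 lower. MI92080 was at 15.25 ± 0.09 (SD, n = 3) in ZS11 and 9.89 ± 0.59 in 73290, a difference of 5.36 (SE 0.39, adjusted p = 0.00082). Also higher in ZS11 were the 60S acidic ribosomal protein MI80991 (4.49, SE 0.47, adjusted p = 0.0099), the 40S ribosomal protein S23 MI51856 (4.23, SE 0.48, adjusted p = 0.02), and actin ACT7, MI65183, at 14.13 ± 0.14 against 9.99 ± 0.91 (adjusted p = 0.011). The calcium sensor calmodulin CAM7, MI25421, differed by 4.00 (adjusted p = 0.038) and the cysteine proteinase MI25281 by 2.86 (adjusted p = 0.025). Higher in 73290 were MI36764, at 13.90 ± 0.68 against 9.19 ± 0.36 in ZS11 (-4.71, adjusted p = 0.0021), GRF7 (-3.88, SE 0.39, adjusted p = 0.0079), the histone H2A MI18978 (-3.75, adjusted p = 0.025), the carbohydrate-binding kinase MI47573 (-3.37, adjusted p = 0.0077) and HSL1, MI38579, a receptor-like kinase related to HAESA (-2.06, adjusted p = 0.047). On the scan days that held both parents, 0 probes passed the FDR by limma with 2 arrays a side, and 3888 did at an unadjusted p of 0.05. The differences were 5.21 for MI92080, 3.94 for ACT7, -4.87 for MI36764 and -3.52 for GRF7. The count was 28 with the scan campaign as a fixed term, 10 with the chip as a random block, and 74 with the scan day as a random block. It was 77 with array weights, 41 without background correction, 40 with the foreground mean, 39 with median scaling, 15 with an intensity trend, 6 with a replicate block, and 0 by limma in a fit of the 2 samples compared, with 2232 at an unadjusted p. It was 5 without ZS11 replicate 1, 6 without ZS11 replicate 2, 16, 3 and 4 without 73290 replicates 1, 2 and 3, and 9 and 11 without replicates 1 and 3 of the high-NPMI pool, whose arrays share the estimate of the spread.

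Between ZS11 and the high-NPMI pool, 0 genes passed the FDR as deposited by limma, with 1499 at an unadjusted p of 0.05, 843 higher in ZS11 and 656 lower (4218 unchanged probes in the simulation). Among them, higher in the pool were MI84899, the aspartate aminotransferase ASP1 (-4.73, SE 1.37), MI79976, the light-harvesting chlorophyll-binding protein LHB1B1 (-3.46, SE 1.02), and MI65217, the transcriptional coactivator MBF1B (-3.42, SE 1.13). The widest difference of the genes named by rule was in the other direction, in MI3933, of unknown function (4.99, SE 1.69), whose pool arrays had an SD of 3.17. Also higher in ZS11 were the histone methyltransferase homolog SUVH9, MI34525 (3.44, SE 0.65), and the translation initiation factor subunit EIF3E, MI58888 (3.38, SE 0.80, and 1.35 without background correction). As realigned, 5 genes were differentially expressed, all higher in the pool. They were MI36764 (-4.13, adjusted p = 0.025), a mitochondrial ATP synthase subunit, MI91683 (-3.57), MI2710, annotated only as SMB (-2.84), the dehydration-responsive RD22, MI49763 (-2.60), and EMB3009, MI35131 (-2.39), the last 4 with an adjusted p of 0.048. MI91683 lay at 4.94 to 5.90 in ZS11, near background, and its difference was -0.86 without background correction. All 5 also passed the FDR as lower in ZS11 than in the low-NPMI pool (-3.95, -3.43, -2.94, -2.48 and -2.75 in the same order). They thus set ZS11 apart from both pools, and not the low- from the high-NPMI samples. SMB, RD22 and EMB3009 were as low in 73290, at 9.76, 9.57 and 9.63, as in ZS11, at 9.26, 9.58 and 9.28. MI91683 was at 7.71 in 73290 and 5.57 in ZS11. All 4 passed the FDR in both pools against both parents, so they are not particular to ZS11. MI36764 was higher in 73290 than in ZS11. The chip that held both ZS11 and the high-NPMI pool had 1 array of each. The count became 0 by limma with the scan campaign as a fixed term, the chip or scan day as a random block, median scaling, cyclic loess, a replicate block or a fit of the 2 samples compared, with 4332 (chip) to 8382 (campaign) at an unadjusted p. It was 1 without background correction, with the filter at 500 or with a trend, 13 with the foreground mean and 132 with array weights. It became 0 without any 1 replicate of ZS11 or of the high-NPMI pool, without 73290 replicate 1 or without replicate 3 of the low-NPMI pool, and 1, 2, 3 and 14 without 73290 replicates 2 and 3 and replicates 1 and 2 of the low-NPMI pool.

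Both comparisons use the ZS11 arrays. Across probes the log2 differences correlated at r = 0.49 as deposited, where simulated unchanged samples against the same arrays gave 0.497, and at 0.453 as realigned against 0.497. Their covariance was 0.111 as realigned and 0.116 in the simulation. MI36764 was the 1 gene past the FDR in both as realigned, and 0 genes were past it in both as deposited, with 681 and 234 in the same direction at an unadjusted p of 0.05, against 76.3 and 8.9 for independent lists. As r was no higher than for unchanged samples that share the ZS11 arrays, that excess is no evidence of a shared difference.

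**Figure D2:**
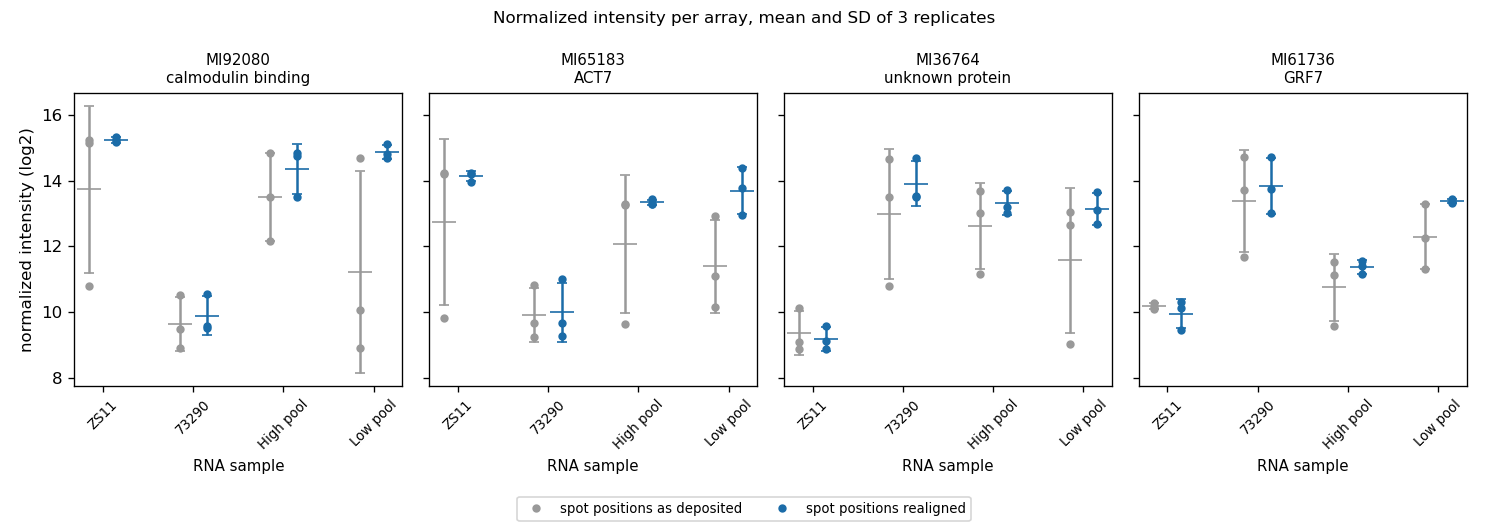
Normalized intensity (log2) of MI92080, ACT7 (MI65183), MI36764 and GRF7 (MI61736) on each array by RNA sample, grey as deposited and blue as realigned; points are arrays, and bars the mean and SD of 3 replicates. As realigned, MI92080 lies at 15.16 to 15.34 in ZS11 and 9.51 to 10.57 in 73290.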

We identified 1051 and 2136 genes with 207 overlaps that were differentially expressed between ZS11 and 73290, as well as between ZS11 and the high-PMI RNA pool. Similarly, 907 and 1269 genes, including 97 common genes, showed expression differences between the low-NPMI and high-NPMI RNA pool or between the low-NPMI RNA pool and 73290, respectively. Furthermore, 1051 and 1269 genes, with 92 overlaps, displayed expression differences between ZS11 vs. 73290 and between the low-NPMI RNA pool vs. 73290, respectively, and 2136 and 907 genes, with 114 overlaps, exhibited expression difference between ZS11 vs. the high-NPMI RNA pool and between the low-NPMI RNA pool vs. the high-NPMI RNA pool, respectively (Figure 2A). 

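Between the low-NPMI pool and 73290, 36 genes were differentially expressed as realigned by limma, 28 higher in the pool and 8 lower. The count was 5 with median scaling (3 higher and 2 lower), 3 with cyclic loess (3 and 0) or a replicate block, 8 with an intensity trend, 112 without background correction and 111 with array weights. It was 0 by limma in a fit of the 2 samples compared, with 8466 at an unadjusted p of 0.05. The 60S acidic ribosomal protein MI80991 was at 15.02 ± 0.59 (SD, n = 3) against 9.66 ± 0.58 (difference 5.37, SE 0.47, adjusted p = 0.0037), and the calmodulin-binding MI92080 differed by 4.98 (SE 0.39, adjusted p = 0.0018). Ribosomal protein L34, MI82263 (2.91, adjusted p = 0.031), ACT7 (3.71, adjusted p = 0.031), a Rubisco subunit, MI51311 (2.76, adjusted p = 0.044), and the cyclin-related MI48709 (2.73, adjusted p = 0.044) were also higher. Lower in the pool were MI50350, of unknown function (-3.69, SE 0.43, adjusted p = 0.031), the alpha-tubulin TUA6, MI79847 (-3.36, SE 0.46), the terpene synthase TPS-CIN, MI12342 (-2.29, SE 0.30, and -0.91 without background correction), and VHA-A, MI13331 (-2.25, SE 0.31), a subunit of the vacuolar proton pump, the last 3 at an adjusted p of 0.044.

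As deposited, 0 genes passed the FDR in that comparison by limma, with 3341 at an unadjusted p of 0.05, 1815 higher in the pool and 1526 lower, where simulated data with the spread of these arrays gave 4154 unchanged probes. Among them were the metallothionein MT2A, MI46582 (-3.68 as deposited and -4.34 as realigned), a histone H3.2, MI23812 (-3.75 and -1.78), and the ELM2 domain protein MI64773 (3.64 and 0.09). No chip or scan day held both the pool and 73290. The realigned count was 2006 with the scan campaign as a fixed term, 3 with the chip as a random block and 61 with the scan day as one. It was 6, 18 and 16 without ZS11 replicates 1 to 3, 12, 4 and 4 without those of 73290, 20, 20 and 3 without those of the high-NPMI pool, and 228, 7 and 3 without those of the low-NPMI pool.

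Between the low- and the high-NPMI pool, no gene passed the FDR as deposited or as realigned (0 by limma in both). The realigned count was 4 with the scan day as a random block and 2 with an intensity trend. At an unadjusted p of 0.05 there were 2708 as deposited, 1512 higher in the low-NPMI pool and 1196 lower, and 4115 as realigned, 2530 higher and 1585 lower, where simulated data gave 4151 and 3434 unchanged probes. Closest to the threshold was MI2211, matched to a tapetum-specific protein of the anther, at 8.34 ± 0.39 (SD, n = 3) in the low-NPMI pool and 12.05 ± 0.62 in the high-NPMI pool as realigned (-3.71, SE 0.40, adjusted p = 0.10), and -3.04 as deposited. It passed the FDR in 2 of 17 other settings. Others at an unadjusted p of 0.05 as realigned were the immunophilin FKBP12, MI76531 (-4.22, SE 0.96), and the antenna protein LHCB5, MI76734 (-3.21, SE 0.75), each with an adjusted p of 0.85. FKBP12 lay at 14.12, 9.72 and 10.17 on the low-NPMI arrays and LHCB5 at 13.11, 10.47 and 11.15, the lower values being those of the 2 moved arrays. Over the other settings their differences ran from -5.64 to -1.42 and from -3.99 to -1.76. As deposited the widest were lower in the low-NPMI pool, among them histone H3.2, MI55261 (-4.81, and -1.98 as realigned), histone H2B, MI89769 (-4.54 and -1.95), the ubiquitin-conjugating enzyme UBC9, MI63753 (-4.95 and -2.43), and TCTP, MI63996 (-4.17 and -3.02). The GATA zinc finger protein MI37359 differed by 3.86 as deposited and -0.16 as realigned. Without replicate 1 of the low-NPMI pool the counts were 1 as deposited and 11 as realigned. On the scan days with both pools 0 genes passed by limma with 2 arrays a side as realigned, with 6034 at an unadjusted p of 0.05. There MI2211 differed by -3.55, LHCB5 by -2.83 and FKBP12 by -3.63.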

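MI92080, MI80991, ACT7, the ribosomal protein S23 MI51856 and the cysteine proteinase MI25281 were past the FDR both in ZS11 against 73290 and in the low-NPMI pool against 73290 as realigned, all of them lower in 73290, among 6 genes shared by these comparisons. MI92080 and MI80991 were also lower in 73290 than in the high-NPMI pool (-4.47 and -4.89, limma adjusted p = 0.0055 and 0.0097). These 2 genes thus set 73290 apart from the other samples, and not the low- from the high-NPMI samples. In the low-NPMI pool, MI51856 was at 12.22 ± 0.93 (SD, n = 3) against 8.76 ± 0.14 in 73290 (adjusted p = 0.044), and MI25281 at 13.59 ± 0.41 against 10.54 ± 0.03 (adjusted p = 0.031). As deposited 0 genes were shared at the FDR. At an unadjusted p of 0.05 the comparisons shared 155 genes in the same direction as deposited and 687 as realigned, where independent lists would share 19.6 and 152.4. Both use the 73290 arrays: unchanged samples simulated against those arrays gave r = 0.5 in both versions, and the observed r was 0.336 as deposited and 0.345 as realigned, with a covariance of 0.109 as realigned against 0.117 simulated. The excess at the unadjusted p is thus no evidence of a shared difference.

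The comparisons of ZS11 and of the low-NPMI pool with the high-NPMI pool shared 0 genes at the FDR in both versions by limma. In the same direction they shared 203 and 404 genes at an unadjusted p of 0.05, with 25.3 and 145.8 for independent lists, and r was 0.334 and 0.208 against 0.498 simulated. The comparisons of the low-NPMI pool with 73290 and with the high-NPMI pool shared 0 genes at the FDR in both versions, and 944 and 2167 at an unadjusted p of 0.05. Their log2 differences correlated at r = 0.675 and 0.668, against 0.502 and 0.497 simulated, and their covariance was 0.561 and 0.256 against 0.386 and 0.115. With 3 arrays of the shared sample these could not be divided into parts of at least 2. For the comparisons with the high-NPMI pool r lay below that of unchanged samples, so their excess is no evidence of a shared difference. For those of the low-NPMI pool, part of the excess may come from the shared arrays.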

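At an unadjusted p of 0.05, 113 genes as realigned ran the same way between the parents and between the pools. Among them, the 40S ribosomal protein S8, MI42711, differed by 2.56 between ZS11 and 73290 and by 2.02 between the low- and the high-NPMI pool on the log2 scale (SE 0.57). L38, MI39794, differed by 2.12 and 1.77 (SE 0.43), the arabinogalactan protein AGP15, MI50765, by 2.02 and 1.43 (SE 0.32, adjusted p = 0.1 and 0.85), the expansin ATEXPA15, MI42134, by 1.47 and 1.41 (SE 0.44), and the myrosinase TGG1, MI42727, which cleaves glucosinolates, by 1.48 and 1.22 (SE 0.47). None of these passed the FDR in either comparison: 0 genes did so in both, by limma, as deposited and as realigned. At that unadjusted p the comparisons shared 207 genes as realigned in either direction (Fisher's exact test, p = 3.3e-15, over genes, which are not independent replicates). Of these, 113 ran the same way and 94 opposite ways, where independent lists would share 63 and 54.3, so both kinds exceeded that number. A Fisher's exact test of direction against direction, added after these counts were seen, gave p = 0.88. As deposited the comparisons shared 35 genes in either direction (Fisher's exact test, p = 0.46), 14 of them the same way against 16 for independent lists, and EXPA15 differed by 1.32 and -0.52. The comparisons share no arrays, and their log2 differences correlated at r = -0.042 across probes as deposited and 0.054 as realigned. As deposited r was -0.287 without ZS11 replicate 3 and 0.233 without 73290 replicate 1, and as realigned it was -0.092 without 73290 replicate 1 and 0.151 without 73290 replicate 3. On scan days with both samples, AGP15 differed by 2.2 and 1.47, S8 by 2.62 and 2.22, and TGG1 by 1.11 and 0.71.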

Ten genes were differentially expressed both in ZS11 vs. 73290 and in the low-NPMI vs. the high-NPMI RNA pool. In sum, we identified 4805 genes that were significantly differentially expressed among the four samples (Table S1).

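Over the 4 comparisons between low- and high-NPMI samples, 56 genes were differentially expressed in at least 1 as realigned, and 0 as deposited by limma, where 6837 lay past an unadjusted p of 0.05 and 1.5-fold (15961 as realigned). Genes with the same direction in all 4 comparisons at an unadjusted p of 0.05 numbered 49 as realigned and 4 as deposited, where unchanged samples with the same sharing of arrays gave 85 and 82. Among them were the ribosomal protein L38 (2.12, 1.83, 2.06 and 1.77, in the order ZS11 against 73290 and the high-NPMI pool, then the low-NPMI pool against the same), the 60S acidic ribosomal protein MI8242 (3.42, 1.42, 3.59 and 1.60), the delta subunit of ATP synthase, MI31876 (2.61, 1.28, 2.47 and 1.15, adjusted p = 0.053, 0.48, 0.057 and 0.85), and a mechanosensitive ion channel, MI81738, which was lower in the low-NPMI samples (-2.73, -1.95, -2.41 and -1.63, SE 0.60).

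Of the first 1904 rows of Table S1, the paper's ratios are past 1.5-fold for 704 genes in ZS11 against 73290, 1027 in ZS11 against the high-NPMI pool, 1149 in the low-NPMI pool against 73290 and 1084 in the low- against the high-NPMI pool. Of those measured in both versions here (620, 893, 998 and 946), 489, 753, 853 and 828 were past 1.5-fold in the same direction as deposited, and 144, 333, 366 and 259 as realigned. With no fold limit, 558, 800, 727 and 697 ran in the same direction as realigned. The study chose these genes on the same arrays. The count of 56 was 8, 22 and 32 without ZS11 replicates 1 to 3, 21, 5 and 7 without those of 73290, 25, 35 and 11 without those of the high-NPMI pool, and 243 and 18 without replicates 1 and 3 of the low-NPMI pool. It was 2018 with the scan campaign as a fixed term, 10 with the chip and 124 with the scan day as a random block.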

**Figure 2:**
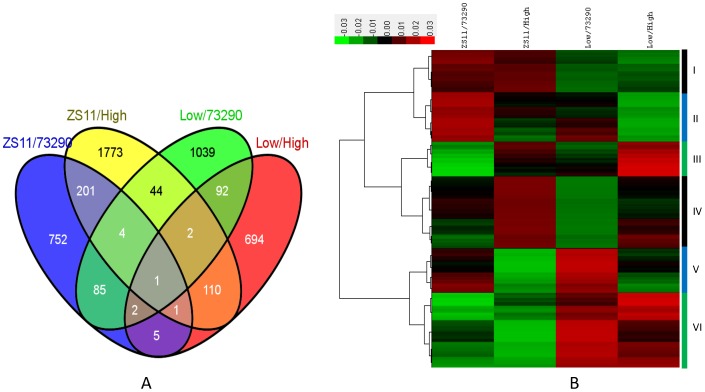
Transcriptomic analysis of the MI of ZS11, 73290, and the two F_6_ pools. (A) Venn diagram of differentially expressed genes (DEGs) between the low-NPMI and high-NPMI samples (p<0.05, absolute fold change of ≥1.5). (B) Hierarchical cluster analysis of genes that were detected as being differentially expressed in at least one of the low-NPMI versus high-NPMI pairs. Red indicates up-regulation and green denotes down-regulation. I–VI indicate the six clusters, and the color bars on the right denote the range of each cluster. Low and High indicate the Low-NPMI and High-NPMI RNA samples, respectively.

Furthermore, probe annotation analysis against TAIR10 indicated that 3981 of the 4805 DEGs matched at least one gene annotated in TAIR10, and 824 shared no significant homology with any Arabidopsis accession. The functional categories were determined with 100 bootstrap replicates against TAIR10 using MapMan as the classification source and produced a total of 31 enriched clusters (Figure 3). 

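By camera at its preset correlation, but not at an estimated one, photosynthesis genes were higher in ZS11 than in 73290 as realigned. The same held for heat shock genes as lower in ZS11 than in the high-NPMI pool. These were among 15 lists of Arabidopsis gene symbols fixed before the data were examined and matched to probes by symbol. The median log2 difference of the 144 photosynthesis probes between the parents was 0.18 (8 higher and 1 lower at an unadjusted p of 0.05, camera adjusted p = 0.001), with an adjusted p = 0.72 with an estimated correlation. Its members included Rubisco activase RCA, MI67055 (2.03, SE 0.58, adjusted p = 0.99, and 1.29 without background correction), and the antenna protein LHCA1, MI5092 (1.98, SE 0.56, adjusted p = 0.92). For the 23 heat shock probes in ZS11 against the high-NPMI pool the median was -0.40 (0 higher and 3 lower at an unadjusted p of 0.05, camera adjusted p = 0.0036), with an adjusted p = 0.17 with an estimated correlation, while in the low-NPMI pool against 73290 the median of this list was 0.39 (7 higher and 1 lower). As deposited, 0 lists passed camera, and the smallest adjusted p was 0.062, for the shoot meristem list in the low- against the high-NPMI pool. The 2 list and comparison pairs past camera as realigned became 1 without ZS11 replicate 2 or replicate 3 of the high-NPMI pool, 4 without replicate 2 of the low-NPMI pool, and 5 without ZS11 replicate 3 or 73290 replicate 2. The 0 as deposited became 4 without ZS11 replicate 3, 3 without replicate 1 of the low-NPMI pool, and 1 without 73290 replicate 1 or replicate 1 or 3 of the high-NPMI pool. No member of any of the 15 lists passed the FDR over all probes by limma in either version.

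For development and flowering, 5 of 43 probes of the flowering time list differed between the low-NPMI pool and 73290 as realigned when adjusted over the list alone (4 higher and 5 lower at an unadjusted p of 0.05, median -0.15 to 0.01 over the 4 comparisons). FRI, MI85925, which delays flowering, differed by 2.10 between the low-NPMI pool and 73290 (SE 0.43, adjusted p = 0.11) and by -1.65 between ZS11 and the high-NPMI pool (SE 0.43, adjusted p = 0.41). The autonomous pathway genes FVE, MI49577, and FCA, MI53070, differed by 1.51 (adjusted p = 0.13) and -1.45 (adjusted p = 0.16) in the first of these comparisons. ERECTA, MI28506, a receptor kinase that shapes inflorescence architecture, differed by 1.78 between ZS11 and the high-NPMI pool (SE 0.39, adjusted p = 0.33), the count adjusted over the list alone of floral meristem identity and inflorescence architecture being 1. The floral organ gene SEP2, MI60174, differed by 1.72 between the parents (SE 0.65, adjusted p = 1). The camera adjusted p was no smaller than 0.098 for the lists of floral meristem identity and of floral organs, whose medians lay between 0.10 and 0.21 and between 0.08 and 0.19, 0.63 for shoot meristem and organ boundary (-0.07 to -0.05), 0.36 for anther tapetum (-0.26 to 0.19), 0.56 for vascular tissue (-0.21 to 0.03) and 0.64 for flowering time.

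For hormone responses, 3 of 121 auxin probes differed between the low-NPMI pool and 73290 when adjusted over the list alone (11 higher and 11 lower at an unadjusted p of 0.05), among them the auxin-responsive repressor IAA16, MI49679 (2.15, SE 0.43, adjusted p = 0.10). The medians were -0.10 to 0.09 for auxin, -0.12 to 0.11 for cytokinin and -0.09 to 0.13 for gibberellin, with camera adjusted p no smaller than 0.67, 0.67 and 0.76. For carbohydrate metabolism, sucrose synthase SUS1, MI59198, differed by -3.24 between the low-NPMI pool and 73290 as realigned (SE 0.85, adjusted p = 0.16) and by -1.37 as deposited. The sugar and starch list had medians of -0.19 to 0.07 (smallest camera adjusted p 0.3) and the 7 glycolysis probes of 0.04 to 0.28 (0.92). For stress, 3 of 39 probes of the wounding and cold response list differed between the pools when adjusted over the list alone (8 higher and 1 lower at an unadjusted p of 0.05, camera adjusted p no smaller than 0.18 in any comparison). They included TCH4, MI39725, a cell wall enzyme induced by touch, at 2.14 (SE 0.58, adjusted p = 0.85). In the low-NPMI pool against 73290 the AP2 factor DDF1, MI89607, differed by 2.55 (SE 0.44, adjusted p = 0.073, and 1.42 without background correction) and the calmodulin-like TCH2, MI84550, by 2.39 as realigned and 0.16 as deposited. Of the cell cycle list, the D-type cyclin CYCD3;3, MI40656, differed by 1.4 between the low-NPMI pool and 73290 (SE 0.28, adjusted p = 0.10), 1 probe when adjusted over the list alone, with medians of -0.07 to 0.18 and a camera adjusted p of at least 0.36.

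From the names in the array annotation 14 groups were formed, chosen after seeing the data. By camera at its preset correlation, but not at an estimated one, ribosomal proteins and the photosynthetic apparatus were higher in ZS11 than in 73290 as realigned. The same held for histones as lower in the low- than in the high-NPMI pool. The 1927 ribosomal probes had a median of 0.16 between the parents (2 past the FDR, both higher in ZS11, camera adjusted p = 0.00035, and adjusted p = 0.85 with an estimated correlation). The 336 probes of photosystems, light harvesting and Rubisco had a median of 0.30 (camera adjusted p = 3.6e-07, and adjusted p = 0.85 with an estimated correlation). The 242 histone probes had a median of -0.10 between the pools, 1 higher and 25 lower at an unadjusted p of 0.05 (camera adjusted p = 0.0067, and adjusted p = 0.85 with an estimated correlation). As deposited their median was -0.72 (camera adjusted p = 2.8e-05, and adjusted p = 0.95 with an estimated correlation), and 2 of the 3 arrays of the low-NPMI pool are among the 5 moved, against 1 of 3 in each other sample. The other groups had camera adjusted p no smaller than 0.39 as realigned.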

Among the enriched categories, we detected highly enriched clusters with strong confidence levels (p<0.05), such as carbohydrate synthesis and metabolism, development regulation, hormone responses, signal transduction, stress and redox, and transcription regulation (Table S1).

**Figure 3:**
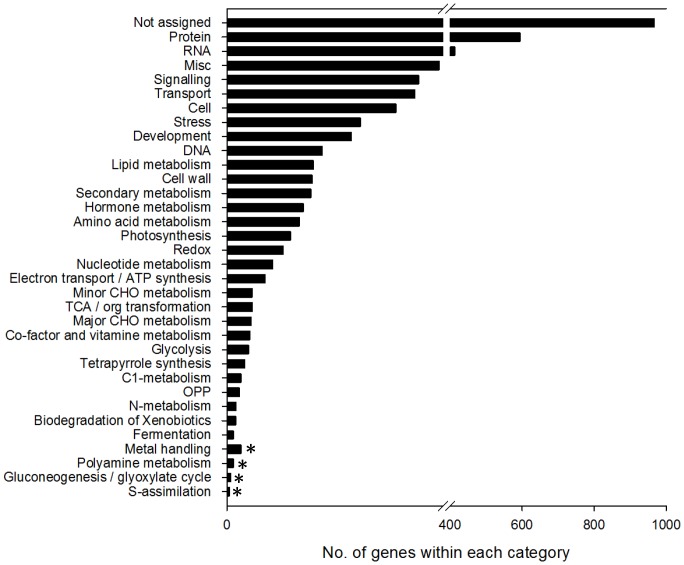
Functional categories of differentially expressed genes are significantly enriched using MapMan as a classification source. GO terms are sorted based on P value (p<0.05). * indicates the unenriched GO terms.

### Expression patterns of DEGs in the main inflorescence of *B. napus*

Next, we monitored the expression patterns of these 4805 DEGs in the MI using hierarchical cluster analysis. This revealed six major clusters (Figure 2B). Genes were subjected to functional category enrichment analysis in each cluster compared with their distribution among all genes in *Arabidopsis*. About 17.94% (862) of the DEGs occurred in cluster I and were up-regulated in the MI of ZS11 but down-regulated in that of the low-NPMI RNA pool, 73290, and high-NPMI RNA pool, while the mRNA abundance of these genes was similar in the MIs of 73290 and the high-NPMI RNA pool. 

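In the part of Table S1 that was read, 399 genes are assigned to cluster I, and 379 of them passed the filters here as deposited. Their mean log2 level, centred on the 4 samples, was 0.29 ± 0.20 (SD of 3 array means) in ZS11, -0.06 ± 0.34 in 73290, 0.45 ± 0.16 in the high-NPMI pool and -0.60 ± 0.36 in the low-NPMI pool as deposited. As realigned, the 360 genes measured were at 0.18, -0.03, 0.10 and -0.23. The study chose and grouped these genes on the same arrays, so a level that follows the grouping is not independent evidence of it.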

Amongst these DEGs, several functional categories, such as protein and amino acid metabolism, nucleotide metabolism, cell organization, photosynthesis and mitochondrial electron transport, DNA duplication and repair, and transport, were significantly enriched.

In cluster II, which accounted for 22.33% (1073) of the DEGs, genes were upregulated in the MIs of ZS11and partially in the low-NPMI RNA pool relative to 73290 and the high-NPMI RNA pool, with the expression in the MI of the high-NPMI RNA pool being greater than that in 73290. These DEGs were mainly involved in protein and amino acid metabolism, transcription regulation, photosynthesis and mitochondria electron transport, carbohydrate metabolism, stress response, and transport, or had not been assigned to a functional group.

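The 350 genes of cluster II measured as deposited, of 370 read from Table S1, were higher in both parents than in both pools: 0.42 ± 0.24 (SD of 3 array means) in ZS11, 0.38 ± 0.08 in 73290, -0.15 ± 0.13 in the high-NPMI pool and -0.59 ± 0.34 in the low-NPMI pool, on the centred log2 scale. As deposited, the displaced arrays of the low-NPMI pool were at -0.80 and -0.78 and its replicate 1 at -0.20. As realigned, the levels of 323 genes were 0.25, 0.16, -0.14 and -0.16. ZS11 replicate 3 (-0.14) and 73290 replicate 1 (-0.09), scanned in the later campaign, then lay among the pool arrays (-0.35 to -0.03). The parental arrays of the earlier campaign were at 0.22 to 0.45. As realigned, the level thus went with scan campaign and not with parent against pool. ZS11 replicate 3 and 73290 replicate 1 are also the parental arrays that were moved, so campaign and move cannot be told apart in the parents.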

About 10.92% (525) of genes fell in cluster III and displayed significantly higher expression in line 73290 than in the high-NPMI RNA pool. In contrast, in cluster V, which accounts for 15.98% (768) of the DEGs, genes were expressed at higher levels in the high-NPMI RNA pool and lower levels in line 73290. Furthermore, the expression level of genes in clusters III and V was similar in the MI of ZS11 and the low-NPMI RNA pool. These genes were enriched in categories such as protein metabolism, transcription regulation, signaling, and transport.

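The 225 genes of cluster III measured as deposited were at 0.32 ± 0.21 (SD of 3 array means) in 73290 and -0.48 ± 0.17 in the high-NPMI pool, with 0.06 ± 0.05 in ZS11 and 0.16 ± 0.27 in the low-NPMI pool. As realigned, 193 genes were at 0.10 in 73290 and -0.21 in the high-NPMI pool, with 73290 replicate 1, of the later scan campaign, at -0.18.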

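In cluster V the 249 genes measured as deposited were at 0.46 ± 0.14 (SD of 3 array means) in the high-NPMI pool and -0.38 ± 0.24 in 73290, with -0.08 ± 0.03 in ZS11 and 0.09 ± 0.15 in the low-NPMI pool. As realigned, 231 genes were at 0.20 in the high-NPMI pool and -0.18 in 73290.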

Similarly, 449 (9.34%) of the DEGs were classified into cluster IV and these genes had lower expression in the high-NPMI RNA pool and line 73290 than in line ZS11 and the low-NPMI RNA pool, with expression being lowest in the high-NPMI pool. 

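The 161 genes of cluster IV measured as deposited were at 0.53 ± 0.10 (SD of 3 array means) in 73290, 0.26 ± 0.16 in ZS11, -0.32 ± 0.16 in the high-NPMI pool and -0.31 ± 0.18 in the low-NPMI pool. As realigned, 140 genes were at 0.20, 0.13, -0.22 and -0.07 in the same order. The parental arrays of the later scan campaign were at -0.13 (73290 replicate 1) and -0.19 (ZS11 replicate 3).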

The genes in this category were mainly related to protein metabolism, transcription regulation, signal transduction, and lipid metabolism.

Cluster VI was the largest, consisting of 1128 genes and accounting for 23.48% of the DEGs. The expression of genes in this cluster was greatest in the low-NPMI RNA pool and weakest in ZS11, and was similar in 73290 and the high-NPMI lines. 

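Cluster VI, with 491 genes measured as deposited of 494 read, was at 0.46 ± 0.18 (SD of 3 array means) in the low-NPMI pool and -0.41 ± 0.11 in ZS11, with -0.11 ± 0.04 in 73290 and 0.01 ± 0.06 in the high-NPMI pool. As realigned, 447 genes were at 0.20, -0.25, -0.04 and 0.09.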

We found that 41.8% of the genes in this cluster had not been assigned functional roles or had no hits against TAIR10, and the remaining genes were involved in photosynthesis, cell wall formation, lipid metabolism, secondary metabolism, the stress response and other categories.

Taken together, these results suggest that most of the DEGs identified in the experiment are likely to be involved in MI and floral organ differentiation and development, and that most of the observed expression changes are a consequence of allele-specific gene expression among the two parents and their F_6_ RILs.

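The genes called after realignment form groups whose levels in the pools can be set against the parents. In a group of 13 with MI92080, ACT7, CAM7 and the ribosomal protein S23, the mean centred log2 level was 1.41 in ZS11 and -1.76 in 73290, with 0.13 in the high-NPMI pool and 0.22 in the low-NPMI pool. In a group of 7 with GRF7, MI36764, the histone H2A and MI47573, it was -2.35 in ZS11, 1.65 in 73290, 0.05 in the high-NPMI pool and 0.65 in the low-NPMI pool. Another group of 7, with the 60S acidic ribosomal protein MI80991, the cysteine proteinase MI25281 and AGP15, was at -2.28 in 73290 and at 0.41 in ZS11, 0.68 in the high-NPMI pool and 1.18 in the low-NPMI pool. The largest group, of 19 genes with SMB, RD22, EMB3009 and L34, was at -0.91 in ZS11 and -0.93 in 73290, and at 0.55 and 1.29 in the high- and low-NPMI pools. A group of 3 with HSL1 was at 1.61 in 73290 and -0.64, -0.57 and -0.40 in ZS11 and the high- and low-NPMI pools, and a group of 7 with TUA6, VHA-A and TPS-CIN was at -1.47 in the low-NPMI pool. The groups are an average-linkage clustering of the called genes into 6, as the paper used 6 clusters, and describe genes chosen for their differences. From the expression patterns of its clusters and their functional categories, the paper proposes that most of the differentially expressed genes take part in the differentiation of the MI and floral organs. It also proposes that most of the changes come from allele-specific expression in the parents and their RILs.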

### Localization of DEGs in QTL-containing intervals

Although the genomic sequence of *B. napus* is currently incomplete, the genome of *B. rapa* has been sequenced [28] and that of *B. oleracea* is almost complete in OCRI-CAAS (Shengyi Liu et al., 2014). Since *B. rapa* (AA, 2n = 20) and *B. oleracea* (CC, 2n = 18) are the diploid ancestors of amphidiploid *B. napus* (AACC, 2n = 38), the 4805 DEGs identified in this study can be localized on chromosomes of *B. napus* by referencing the genome information of *B. rapa* and *B. oleracea* using BLASTn analysis at an *E*-value of <10^−5^. Consequently, we established that 4363 of the 4805 DEGs are specifically co-localized on *B. rapa* chromosomes and 4300 are on *B. oleracea* chromosomes. Furthermore, 4460 genes are distributed over all 19 linkage groups of *B. napus*, and the remaining 345 are currently homeless, and do not localize to any chromosomes of *B. napus*.

A genetic map (whole length 1869.7 cM) containing 519 markers (average distance = 3.6 cM) was constructed using the F_2∶3_ population derived from the cross ZS11*73290. We detected two QTLs associated with the NPMI on chromosomes A06 in 2010 (PMI10) and A09 in 2011 (PMI11), with a 17.6% and 13.9% contribution rate, respectively (Table 1 and Figure 4). 

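Genes in the intervals on A06 and A09 included RGS1, MI72403, a regulator of G-protein signalling, which differed by -1.72 between ZS11 and the high-NPMI pool as deposited (SE 0.66) and -1.65 as realigned (SE 0.34, adjusted p = 0.30), and by 1.25 between the low-NPMI pool and 73290 as realigned (adjusted p = 0.17). The acyl-transferase family protein MI4208 differed by 2.63 and 1.58 in the first of these comparisons, and by -0.72 and -1.54 in the second. Both genes thus ran opposite ways in the 2 comparisons as realigned. MI77422, of unknown function, was at -2.74 in the low-NPMI pool against 73290 and -3.34 against the high-NPMI pool as deposited, and at -1.54 and -1.65 as realigned. The cyclin-dependent kinase MI48149, whose family drives the cell cycle, was at -1.78 and -1.74 in those comparisons as deposited, and chalcone synthase CHS, MI1796, at -1.62 in ZS11 against 73290 as deposited and -0.39 as realigned. As realigned, the chaperone CR88, MI49851, differed by 1.23 between the low-NPMI pool and 73290 (SE 0.39, adjusted p = 0.22) and MI44722, the arabinogalactan protein AGP2 in the array's annotation, by 1.28 between the pools (SE 0.28, adjusted p = 0.85).

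Table S2 lists 75 probes, 45 in the interval on A06 and 30 on A09. None of the 70 measured as deposited, or 71 as realigned, passed the FDR in any comparison by limma. At an unadjusted p of 0.05 and 1.5-fold there were 1, 8, 7 and 9 as deposited, and 5, 14, 18 and 10 as realigned, in ZS11 against 73290 and the high-NPMI pool and the low-NPMI pool against 73290 and the high-NPMI pool. When adjusted over the list alone, 0 passed as deposited, and 0, 3, 0 and 1 as realigned. The study chose the list on these arrays, so neither count is independent evidence. The log2 differences correlated across the listed probes with the paper's ratios at r = 0.923, 0.963, 0.904 and 0.942 as deposited and 0.499, 0.599, 0.401 and 0.479 as realigned.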

We found that 45 and 30 DEGs identified in the current study were co-localized to the QTL intervals *PMI10* and *PMI11* (Table S2), suggesting that these genes regulate pod differentiation and development on the MI in *B. napus*. Ten of these 75 mapped DEGs are novel, with no homology to sequences in *Arabidopsis*, and the remaining 65 have orthologs in *Arabidopsis* that are involved in several biological processes, including transcription regulation, cell division and organization, and carbohydrate metabolism (Table S2). Several DEGs that co-localized to QTL intervals and were up- or down-regulated in both ZS11 and the low-NPMI pool were selected for quick functional analysis by overexpression in *Arabidopsis*.

**Figure 4:**
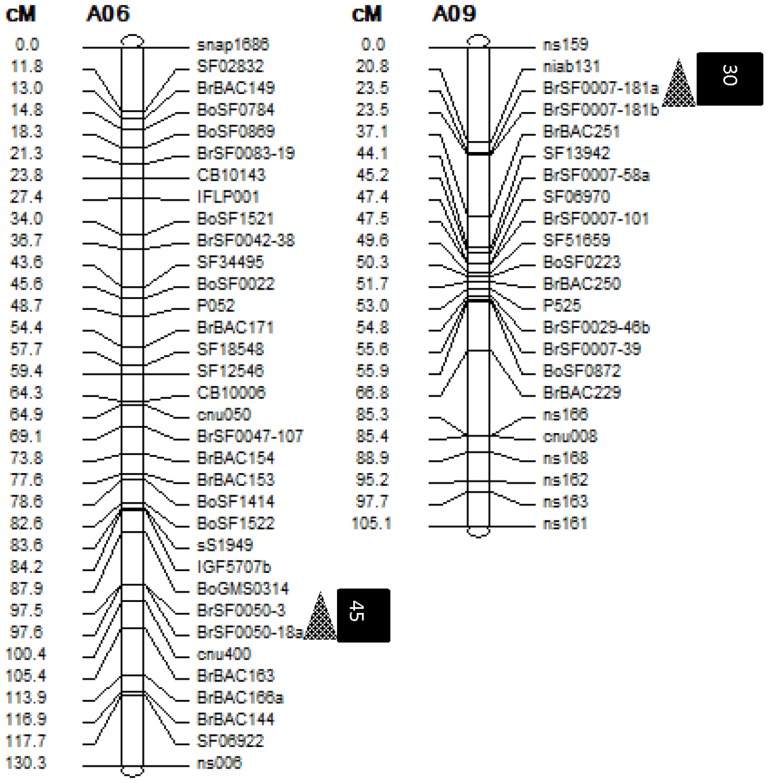
Mapped QTLs associated with the NPMI and DEGs that localized within the QTL intervals. Triangles indicate the mapped QTLs for NPMI and black squares with embedded digits denote the position and number of co-localized DEGs. A06 and A09 denote chromosomes A06 and A09 of *B. napus*, respectively.

**Table 1:** Identified QTLs for pods on the main inflorescence and co-localized DEGs.

Date	QTLs	Chrom.	Interval	QTL position (cM)	LOD	Additive effect	Dominant effect	VE (%)	No. of co-localized genes
2010	PMI10	A06	97.6–105.4	99.7	9.8	−5.31	2.21	17.6	45
2011	PMI11	A09	20.8–23.5	23.5	4.6	−12.56	−9.03	13.9	30

### Functional analysis of *BnTPI* in *Arabidopsis thaliana*

Some of the DEGs transformed into *Arabidopsis* caused morphological variations in inflorescence traits. For instance, MI52894, a DEG that co-localized to a QTL interval on chromosome A6, was strongly up-regulated in the MI of both the high-NPMI pool and 73290. This gene had 96% amino acid identity with *Arabidopsis AtTPI* (AT3G55440), which encodes triosephosphate isomerase (TPI). 

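MI52894 was at 10.58 ± 0.09 (SD, n = 3) on the log2 scale in 73290, 10.02 ± 0.48 in ZS11, 9.84 ± 0.60 in the high-NPMI pool and 9.47 ± 0.83 in the low-NPMI pool as deposited. ZS11 differed from 73290 by -0.56 and from the high-NPMI pool by 0.18, and the low-NPMI pool differed from 73290 by -1.11 and from the high-NPMI pool by -0.37 (SE 0.58, limma adjusted p = 1, 1, 0.95 and 0.99). Without replicate 3 of the high-NPMI pool the difference of ZS11 from that pool was -0.13, and without ZS11 replicate 3 it was -0.06. As realigned the 4 samples lay closer together, at 10.55 ± 0.17 in 73290, 10.36 ± 0.15 in the low-NPMI pool, 10.26 ± 0.30 in the high-NPMI pool and 9.99 ± 0.41 in ZS11. The differences were then -0.56, -0.27, -0.20 and 0.10 (SE 0.27, adjusted p = 1, 0.91, 0.78 and 0.96). The paper's ratios for this probe in Table S2 are 0.716, 1.126, 0.505 and 0.794. On scan days with both samples, ZS11 differed from 73290 by -0.32 and the low- from the high-NPMI pool by 0.02.

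Triosephosphate isomerase, the glycolytic enzyme that interconverts the triose phosphates, had 24 probes measured in each version, all but 1 of them the same (MI8819 only as deposited and MI24648 only as realigned). Of the 24 probes, 19 were at least 1.5-fold lower in the low-NPMI pool than in 73290 as deposited, and 17 lower than in the high-NPMI pool, with medians of -1.31 and -1.20. In ZS11 against 73290 and the high-NPMI pool 8 were lower in each and 9 and 6 higher, with medians of 0.06 and 0.13. As realigned the medians were 0.36, -0.28, -0.25 and -0.34 for ZS11 against 73290 and the high-NPMI pool and the low-NPMI pool against the same, with 8, 2, 7 and 4 probes higher and 6, 8, 7 and 9 lower. No probe passed the FDR by limma in either version, with 2, 1, 2 and 3 at an unadjusted p of 0.05 as deposited and 1, 3, 6 and 3 as realigned. MI5510, another probe of the cytosolic enzyme, had differences below 0 in all 4 comparisons as deposited, -2.02, -1.57, -2.07 and -1.63 (SE 0.68, adjusted p = 1, 1, 0.95 and 0.99), and was at -1.65, -2.04, 0.06 and -0.33 as realigned (SE 0.63).

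**Figure D3:**
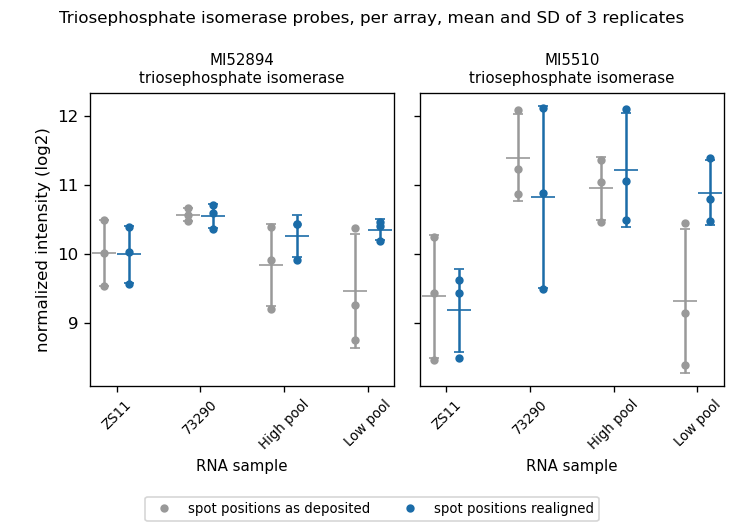
Normalized intensity (log2) of the triosephosphate isomerase probes MI52894 and MI5510 on each array by RNA sample, grey as deposited and blue as realigned; points are arrays, and bars the mean and SD of 3 replicates. As realigned, MI52894 lies between 9.57 and 10.39 in ZS11 and between 10.37 and 10.71 in 73290.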

We thus named this gene *BnTPI* (Figure 5A). The full-length ORF (765 bp) of *BnTPI* was isolated and sequenced in both ZS11 and 73290. *BnTPI* was composed of nine exons, and its CDSs from ZS11 and 73290 were identical (Figure 5B). The expression level of *BnTPI* in the MI was determined by RT-PCR (Figure 5C), and found to be up-regulated both in the high-NPMI pool and 73290 compared to the low-NPMI pool and ZS11.

**Figure 5:**
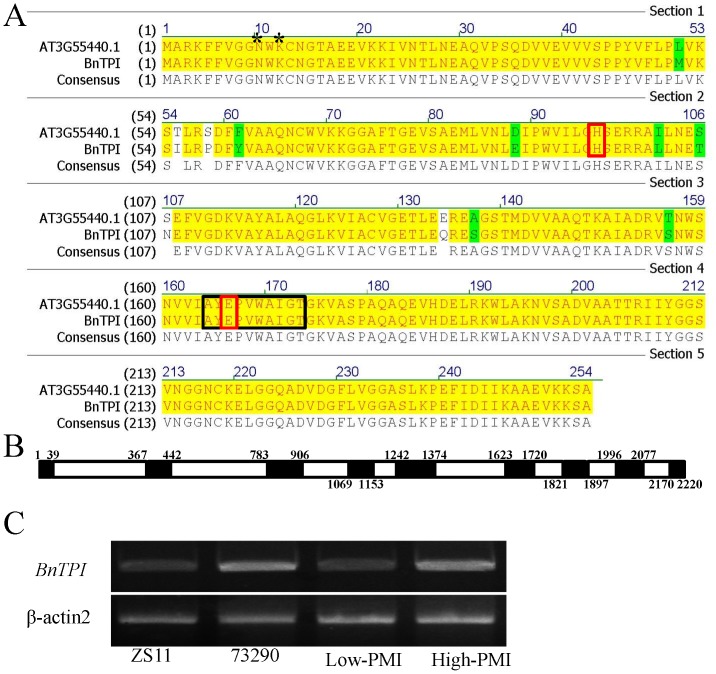
Alignment of the BnTPI and AtTPI amino acid sequences, gene structure prediction, and expression level validation using RT-PCR. (A) BnTPI displays a highly conserved domain (164–174 AA, black rectangular box), two binding sites (N10 and K12, black star), two active sites (H96 and E166, red box), an electrophilic site, and a proton acceptor point. Yellow and green shading indicate conserved and mutant amino acids between BnTPI and the *Arabidopsis* ortholog AT3G55440.1, respectively. (B) Schematic representation of *BnTPI*. Exons are shown as black boxes and introns as white boxes. Numbers above the boxes indicate the nucleobases (bp). (C) The expression level of *BnTPI* in the MI of the ZS11, 73290, and F_6_ RIL lines was determined by RT-PCR. *β-actin2* expression was used to normalize the transcript level in each sample.

Subsequently, we generated the *D35S::BnTPI* construct and transformed this construct and its corresponding empty vector (EV) into wild type *Arabidopsis* Col-0. Nineteen positive homozygous transgenic lines (T_4_) and their EV and wild type Col-0 controls were planted under identical conditions in a growth room and harvested for phenotype investigation. We found that 14 of the 19 *BnTPI* overexpression lines (T_4_) had 4 to 18 more pods on the MI than did the EV and Col-0 controls, and 10 transgenic lines produced MIs that were 0.5 to 9.3 cm longer than those on the EV control (Figures 6A, 6D, and 6E). Simultaneously, we examined the expression level of *BnTPI* in 9-day-old seedlings of the positive transgenic, EV, and Col-0 lines using real-time PCR with a pair of gtpi primers (Table S3). We found that the transcript abundance of *BnTPI* (relative to the expression level of *ACTIN2* (AT3G18780)) was significantly higher in the positive transgenic line than in the Col-0 and EV plants (Figure 6B). Moreover, the expression level of *BnTPI* was positively correlated with the length of the MI and the NPMI (Figures 6C, 6D and 6E), while no obvious correlation occurred between *BnTPI* expression and pod length on the MI (Figures 6C and 6F).

**Figure 6:**
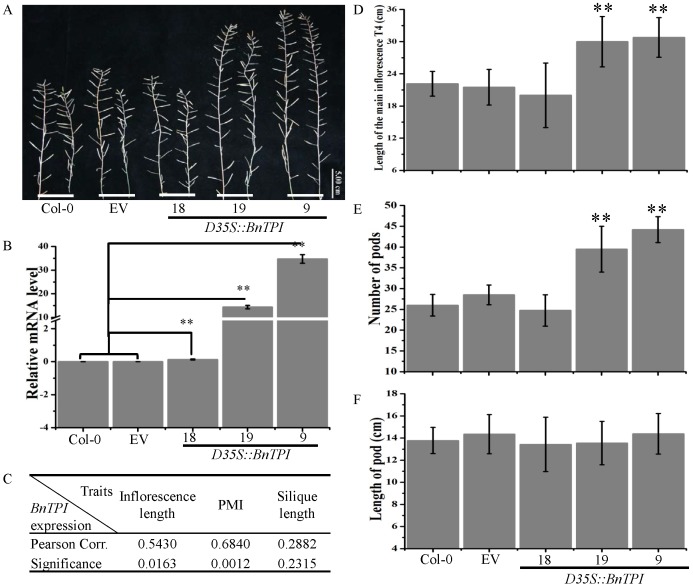
Features of the MI of wild type Col-0, EV, and *D35S::BnTPI* transgenic lines. (A) Morphological variations in the MIs and pods of the wild type Col-0, EV, and *D35S::BnTPI* transgenic lines. (B) Relative RNA abundance of *BnTPI* in the MI of wild type Col-0, EV, and *D35S::BnTPI* transgenic lines. The error bar is based on biological triplicates. (C) Pearson's correlation coefficient between *BnTPI* expression and inflorescence traits, including MI length, NPMI, and silique length; (D), (E), and (F) transgenic *D35S::BnTPI* and Col-0 and EV lines display significant differences in MI length, NPMI, and pod length, as determined by Student's *t*-test at the p<0.05 level. Phenotype variation of twenty plants per line was investigated.

Furthermore, we cloned and sequenced the *BnTPI* promoter from ZS11 and 73290, but did not detect any differences between the two. We monitored the tissue-specific activity of the *BnTPI* promoter by generating a translational fusion construct *pBnTPI::GUS* and transforming it into *Arabidopsis* Col-0 plants. Twelve independent *pBnTPI::GUS-*positive transgenic lines were obtained, and the GUS activity was found to vary throughout development in a tissue-specific manner. In nine-day-old transgenic seedlings, GUS staining was clearly visible in the shoot apex meristem (SAM), node-joint, and roots (Figure 7A), whereas in 24-day-old transgenic plants, it was mainly confined to the axil and the SAM (Figures 7B and 7C), and at flowering, weak GUS staining was detectable in the SAM and floral buds (Figures 7D and 7E).

**Figure 7:**
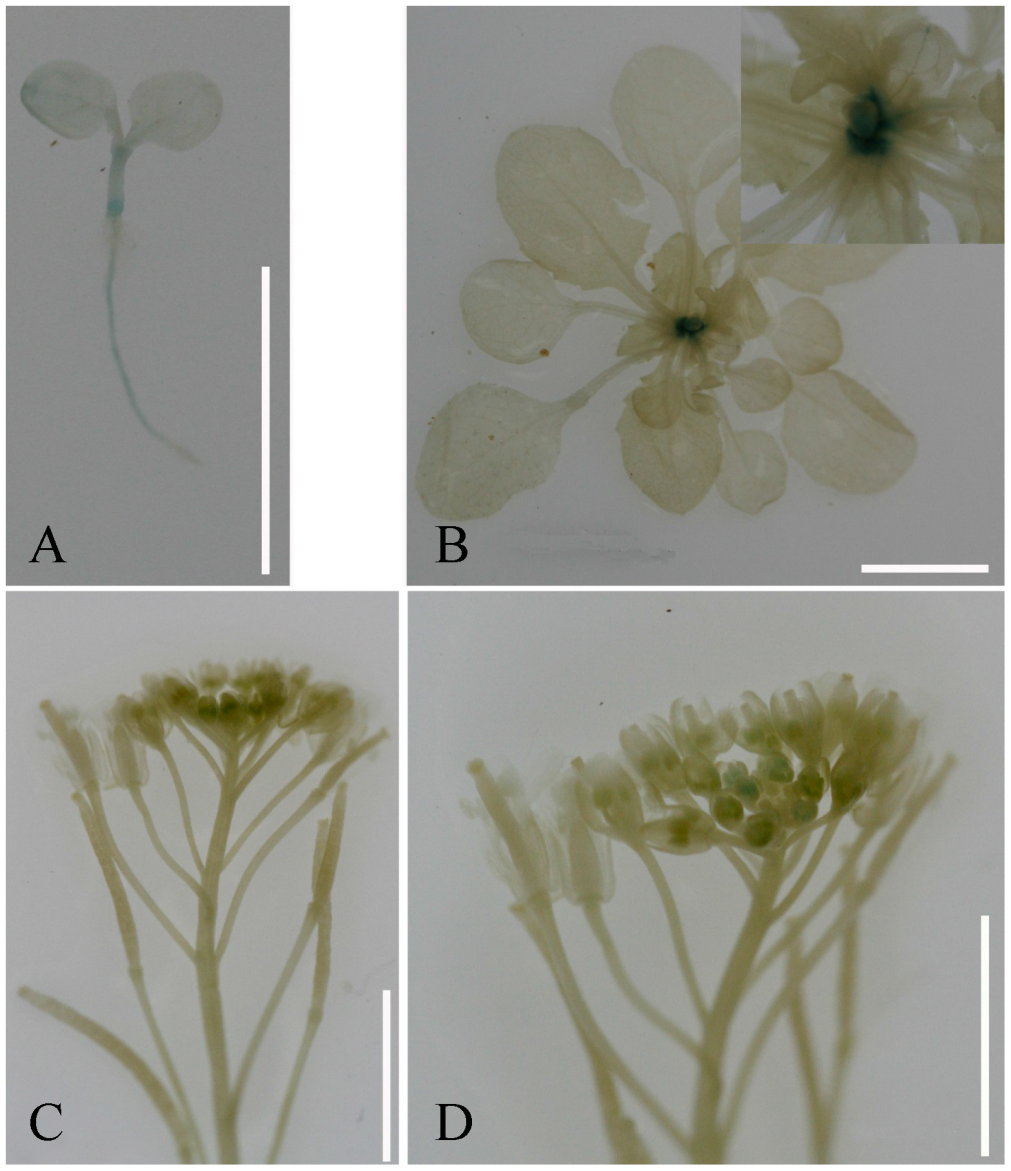
Histochemical staining of GUS activity in *pBnTPI::GUS* transgenic *Arabidopsis* lines. (A) In nine-day-old seedlings, GUS activity was detectable at the shoot apex meristem (SAM), node-joint, and roots. (B) GUS activity in the rosette axils of 24-day-old plants. The insets on the top right corner indicate the megascopic rosette. (D) Weak GUS activity in the SAM and floral buds at flowering, and (E) a zoomed-in view of the stained floral buds.

## Discussion

The *B. napus* inflorescence is a raceme in which the apical meristem is able to grow indefinitely, generating a continuous main axis that laterally produces floral meristems. The MI plays a determinant role in the reproductive success of *B. napus* [29]. In the current study, in an attempt to identify the genes underlying pod differentiation and development on the MI in *B. napus*, we analyzed the gene expression profiles in the MIs of two F_6_ RIL populations with great differences in pod number and their corresponding elite parental cultivars using an oligonucleotide array. The analysis was performed when the first flower on the MI was in the pistil-stamen primordial differentiation state, as the NPMI is directly correlated with the number of differentiated floral primordia, and it is easy to synchronize the development of different plants. The expression of about 5% of transcripts differed significantly between the low-NPMI and high-NPMI samples, and these transcripts were involved in multiple pathways. This analysis provided a considerable amount of information that can be used to assess patterns of gene expression that may be relevant for determining pod differentiation and development on the MI of *B. napus*.

A remarkable outcome of this study was the finding that a considerable proportion of the genes in the four RNA samples exhibited significant differences in expression level. These differences were displayed in several forms: the genes may be highly expressed in one of the parents, but expressed at low levels in the other parent and F_6_ lines, or highly expressed in both low-NPMI samples, but expressed at low levels in the high-NPMI samples and vice versa, or highly expressed in both extreme F_6_ line pools, but expressed at low levels in either or both parents. The expression level of some genes was altered among the four RNA samples, but not at a significant level (i.e., <1.5-fold), and we would like to examine the potential involvement of these genes in pod differentiation and development as well. The growth and development of organisms is widely believed to be spatially and temporally regulated at the transcriptional level. This study shows that a gene may be strongly expressed in the MI of one genotype, but very weakly expressed in another, resulting in large differences in the level of gene expression among the genotypes. These differences in gene expression provide insight into the mechanisms that regulate pod differentiation and development.

Recent studies showed that quantitative variations in gene expression levels were controlled genetically and were regulated by both *cis*- and *trans*-acting loci, with *trans*-acting elements playing the dominant roles [30], [31]. We thus selected DEGs as candidate regulators of NPMI and rapidly validated the functions of ten gene through overexpression analysis in *Arabidopsis*. Our analysis of DEGs between the two parental lines revealed that sequence differences in the CDS, promoter, or both regions are common, and that the sequence differences of several DEGs result in obvious phenotypic variation in the NPMI and other floral organs in *Arabidopsis* (data no shown), suggesting that these phenotypic variations are attributable to *cis*-acting regulation or to variations in the CDSs of genes between the two genotypes. These findings are consistent with previous studies in other organisms [32]–[35]. In addition, we identified some DEGs, such as *BnTPI*, which exhibited no sequence differences in either the CDS or promoter regions, but displayed obvious phenotypic variation in the NPMI and other floral organs, indicating that *trans*-acting elements play important roles during pod differentiation in *B. napus*. We established that 5% of *B. napus* genes were differentially expressed among the four RNA samples. We plan to determine the cause of the observed expression differences by characterizing more of the DEGs, as this would enhance our fundamental understanding of mechanisms underlying differences in the NPMI in *B. napus*.

It was suggested that gene expression data together with QTL analysis may provide an avenue for identifying candidate genes for traits of interest [36]. In this analysis, we therefore also attempted to establish a link between the DEGs and potential QTLs related to the NPMI. We identified two QTLs associated with the NPMI using an F_2∶3_ population derived from a cross between the parents used in this study, and 4460 of the 4805 DEGs were mapped to 19 chromosomes of *B. napus* referencing genome sequences of both *B. rapa* and *B. oleracea*. Among the mapped DEGs, 45 and 30 were localized to the two QTLs for NPMI spanning 7.8 cM and 2.7 cM, respectively (Table 1). As the ORF regions of *Arabidopsis thaliana* and *B. napus* exhibit an estimated 85% sequence identity [37], it would be helpful to identify the homologs of *Arabidopsis* genes known to control floral and inflorescence differentiation in *B. napus*. The functional roles of a representative DEG were further investigated, with overexpression in *Arabidopsis* resulting in an increased NPMI and longer inflorescences. We identified *BnTPI* as a factor in pod determination on the MI and, based on the function of the *Arabidopsis* homolog, suggest that energy harvesting, reservation, and conversion contribute to inflorescence differentiation, elongation, and floral bud procreation during flowering in *B. napus*. Thus, this study identified several likely candidate genes that affect the NPMI, and these genes warrant further studies.

It should be pointed out that the current study only established the landscape of gene expression in the *B. napus* MI using an oligonucleotide array that was developed based on non-overlapping *Brassica* EST contigs and singletons that ideally represent unique gene models. Along with the full-scale genome sequencing of *B. napus* and *B. oleracea* and advances in micro-technologies, it would be helpful to decipher all potential genes that affect the NPMI in the genomes of *B. rapa*, *B. oleracea*, and *B. napus* and to place the entire set of *Brassicaceae* genes on a single chip. This comprehensive chip would provide an effective approach for establishing extensive expression profiles throughout the life cycle of *B. napus*. All genes that affect the NPMI and other inflorescence traits would certainly be identified using such a chip, and the roles of these genes could be gradually determined using functional assays.

## Conclusions

We report here the first comprehensive survey of gene expression profiles of the *B. napus* MI. The datasets created in this study exhibited variation at the gene expression level that is intricate, but coordinated. Several expression patterns and prominent processes and pathways in the MI were identified as increasing pod quantity and the duration of inflorescence differentiation in *B. napus*. The comparison of DEGs with NPMI QTLs suggested a number of likely candidates that warrant further studies. Our initial analysis of the functions of *BnTPI* and other interesting genes in *Arabidopsis* provides a starting point for further investigations into the regulation of pod primordia initiation, maintenance of SAM duration, and even control of seed yield in *B. napus*. These findings contribute to our understanding of the mechanisms underlying pod and inflorescence differentiation and development, and pave the way for developing molecular breeding strategies for improved yield *B. napus* and other crops.

## Supporting Information

Table S1 **A list of 4805 significantly differentially expressed genes with their signal ratios and best BLASTx annotation.**
(XLSX)

Table S2 **A list of co-localized DEGs in the QTL intervals for NPMI.**
(XLSX)

Table S3 **A list of primers of differentially expressed genes used for quick functional analysis in** ***Arabidopsis*** **.**
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

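RNA of the MI at the pistil-stamen primordia initiation stage was measured in 4 RNA samples, ZS11, 73290 and a high- and a low-NPMI pool of RILs, each in biological triplicate, on 12 arrays with 1 dye. The mapping of arrays to samples and replicate numbers was taken from the sample labels and the paper, and every array was mapped. The authors deposited 2 kinds of values. The first is the scanner output of LuxScan, with the foreground and the local background intensity of every feature on a linear scale, neither background-corrected nor normalized. The second is a table of intensities that the authors had normalized, on a linear scale, for 84970 probes. The submitters' processing notes name limma without a version. The paper's methods state that background-corrected intensities were averaged over the triplicates.

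The paper's methods were followed where they state a step. The foreground median minus the background median was taken as the signal of a spot, a spot at or below 0 was set missing, and empty features and controls were left out. Values were put on the log2 scale and quantile normalized between arrays, and a probe was kept with a value on all 12 arrays and a mean signal above 100. The recorded background was 0 for 84.35% to 88.82% of the features of an array. An array limits precision through its signal over background and through the number of replicates: 0.76% to 3.94% of the probes of an array were not above background, and the photomultiplier setting ranged from 560 to 740. Of the 102544 features, 3633 are probes for which the array gives no description, and these were kept in the tests.

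On 5 arrays, called displaced, most blocks followed the arrays in register only after a move by whole rows or columns. For the realigned version, the offset of each block was searched up to 8 rows or columns either way, against the mean of the arrays in register, and a block was placed where its correlation was at least 0.4. Of the arrays in register, replicate 2 of the high-NPMI pool had 4 blocks that could not be placed and were left as deposited, and 12 blocks of replicate 3 of the high-NPMI pool were already in register. The search was tested on simulated data by moving the grid of an array in register. It recovered 100 of 104 blocks of ZS11 replicate 1 and 104 of 104 of replicate 1 of the low-NPMI pool.

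Differences were tested with limma 3.58.1 in R 4.3.3, with lmFit, a contrast per comparison and eBayes, over all 4 samples in 1 fit so that they share an estimate of the spread. The comparisons were ZS11 and the low-NPMI pool, each against 73290 and the high-NPMI pool, then ZS11 against the low-NPMI pool, 73290 against the high-NPMI pool, both pools against both parents, and the interaction, which is the difference between the parents minus the difference between the pools. P-values were adjusted by Benjamini-Hochberg within a comparison. Replicates are biological triplicates by the paper's account. The p-values measure the spread between their arrays, in which plants, chip and scan day are not told apart. As deposited, the first principal component (37.9% of the variance) parted the displaced arrays from those in register. With probes centred over all arrays, realigned arrays of the same sample correlated at -0.034 on average. Those of different samples on the same scan day correlated at 0.253, over 4 pairs. Different samples on other days were at -0.091 within a campaign and -0.161 between campaigns. Replicates of a pool used the same lines, so p-values do not measure variation between lines of an NPMI class. An exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1, so none is printed for single genes. The other steps ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

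The limma step was tested on simulated data with the spread of the real arrays, with 67, 67 and 66 probes changed by 1, 2 and 3 on the log2 scale. With the spread of the arrays as deposited (81440 probes), 0 changed probes passed the FDR in any of the 4 comparisons. For ZS11 against 73290 the unadjusted p found 12, 52 and 56 of them with 4157 unchanged probes, for ZS11 against the high-NPMI pool 13, 42 and 58 with 4218, for the low-NPMI pool against 73290 19, 48 and 57 with 4154, and for the low- against the high-NPMI pool 18, 48 and 57 with 4151. With the spread of the realigned arrays (75786 probes), the FDR found 3, 30 and 51 for ZS11 against 73290 with 7 unchanged probes, 2, 22 and 48 for ZS11 against the high-NPMI pool with 4, 0, 29 and 46 for the low-NPMI pool against 73290 with 4, and 0, 28 and 37 for the low- against the high-NPMI pool with 3. A simulated set of 50 probes shifted by 0.5 was found by camera in all 4 comparisons, with p from 3.2e-06 to 0.00043 as deposited and from 5e-16 to 8.6e-07 as realigned.

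The genes named in the text follow a rule. In each of the 4 comparisons it takes, among probes past the FDR and 1.5-fold with all 3 replicates of one sample above all 3 of the other and exactly 1 Arabidopsis match, the 8 with the largest ratios in each direction, or the same at an unadjusted p of 0.05 where no probe passed the FDR. It adds every probe called in all 4 comparisons in one direction, MI52894 and the other triosephosphate isomerase probes, up to 5 probes of Table S2 per interval and comparison, up to 4 members per list and comparison, and up to 10 genes shared by the parents and the pools. The values of Tables S1 and S2 had been seen when the rule was written, and its use on the realigned arrays was added later. The text names part of the genes the rule takes. The genes named for both pools against both parents, for the interaction and within an NPMI class were chosen after their values were seen. Names come from the array's annotation, which gives shortened Arabidopsis descriptions, and from Tables S1 and S2. The reference table of RefSeq genes holds neither probe names nor Arabidopsis loci and was not used.

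The 15 gene lists were anther tapetum, auxin, cell cycle, cytokinin, floral meristem identity and inflorescence architecture, floral organ identity, flowering time, gibberellin, glycolysis, heat shock, photosynthesis, shoot meristem and organ boundary, sugar and starch metabolism, vascular tissue, and wounding and cold response. The design tied their test to a table that pairs all probes with Arabidopsis loci. As none was at hand, the lists were matched on the symbols in the array's annotation, which is a change from the design, and tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Benjamini-Hochberg adjustment ran over lists and comparisons. The 14 groups formed from words of the annotation were added after seeing the data.

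The alternatives were normexp background correction with an offset of 50, no background correction, the foreground mean, scaling to a common median, cyclic loess, no filter at 100, a filter at 500, the table the authors normalized, an FDR without a fold limit, an unadjusted p of 0.05 with the fold limit, the fold limit alone, a fit of the 2 samples compared, an intensity trend in eBayes, the replicate number as a block, the chip and the scan day as random blocks, the scan campaign as a fixed term, scan days that hold both samples, and leaving out each array in turn. The correlation within chips (0.17 as deposited and 0.15 as realigned) and within scan days (0.35 and 0.44) was estimated on 1 in 5 probes. Added after seeing the data were the realigned arrays with each of these, the 7 arrays in register alone, array weights on the realigned arrays, and 6 forms of t-test on the table the authors normalized. Numbered replicates were tested for pairing by the correlation of their deviations from the sample means. Not analysed here were the RT-PCR, the QTL mapping and the transformed Arabidopsis lines. Of Table S1 only the first 1904 genes were read, so no overlap or enrichment test was run on it.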

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

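The comparisons here were part of the design, while the realigned arrays were chosen after seeing the data and the genes after their values were seen.

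The difference between ZS11 and 73290 was not that between the low- and the high-NPMI pool for 4 genes as realigned, by limma's interaction contrast, which is a difference between 2 groups under the same contrast. GRF7, the 14-3-3 protein MI61736, was at 9.95 in ZS11 and 13.84 in 73290, and at 13.38 in the low-NPMI pool and 11.37 in the high-NPMI pool, so that the differences differed by -5.89 (SE 0.55, limma adjusted p = 0.012). The calmodulin-binding MI92080 was at 15.25 and 9.89 in the parents and at 14.87 and 14.36 in the low- and high-NPMI pools (4.84, SE 0.55, limma adjusted p = 0.044). The carbohydrate-binding kinase MI47573 was at 11.01 and 14.38 in the parents and 13.41 and 12.77 in the pools (-4.01, SE 0.46, limma adjusted p = 0.044). MI72736, whose annotation holds 2 names so that no gene is named, was at 13.79 and 9.27 in the parents and 14.59 and 14.94 in the pools (4.87, limma adjusted p = 0.012). GRF7 passed the FDR in 11 of 15 other settings, MI92080 in 7 of 15 and MI47573 in 6 of 15. Those settings include the arrays as deposited and the 7 arrays in register alone. As deposited 0 genes passed by limma, with 1608 at an unadjusted p of 0.05, and 3127 as realigned. The count of 4 was 0 with an intensity trend or a replicate block, 2 with normexp, the campaign term or the chip as a random block, 10 with the foreground mean, 17 with array weights and 24 with the scan day as a random block. It was 0 and 2 without ZS11 replicates 1 and 2, 2 without 73290 replicate 3, 0, 2 and 1 without replicates 1 to 3 of the high-NPMI pool, and 2 without replicate 3 of the low-NPMI pool. Of 100 splits of the 12 arrays, the real one included, 4 had as many calls, a share under the set bound of 0.05. With 100 draws this share cannot be told from the bound, and the draws take no account of scan campaign or scan day. Chance is thus not excluded for the count of 4. The highest other split called 516, several times the real count, which points to a structure of the samples: it put all 4 arrays of the earlier scan campaign, with replicate 3 of the high- and replicate 2 of the low-NPMI pool, against the other 6.

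Both pools were set against both parents, for which the paper describes a pattern but gives no count, and 483 genes were differentially expressed as realigned, 409 higher in the pools and 74 lower. LHB1B1, MI79976, a light-harvesting chlorophyll-binding protein, was at 13.45 in the high- and 13.38 in the low-NPMI pool, against 9.90 in ZS11 and 9.89 in 73290 (3.52, SE 0.40, limma adjusted p = 0.012). The arabinogalactan protein AGP23, MI21702, was at 15.25 and 14.10 against 11.92 and 11.24 (3.09, SE 0.31, limma adjusted p = 0.0075), and the dehydration-responsive RD22, MI49763, at 12.18 and 12.07 against 9.58 and 9.57 (2.55, SE 0.22, limma adjusted p = 0.0029). As deposited 0 genes passed by limma, with 2899 at an unadjusted p of 0.05. All pool arrays and 2 of the 6 parental arrays were scanned in the later campaign. The realigned count was 2221 with the campaign as a fixed term, 87 with the chip and 35 with the scan day as a random block, and 346 with median scaling, where 188 were higher in the pools and 158 lower. It was 23, 101 and 161 without ZS11 replicates 1 to 3, 172, 257 and 209 without those of 73290, 127 and 26 without replicates 1 and 3 of the high-NPMI pool, and 225 and 75 without replicates 2 and 3 of the low-NPMI pool. Over 100 drawn splits the highest other called 4, against the real 483. The draws for the interaction relabelled the arrays in the same way and reached 516, so chance is not excluded for the count of 483. The draws also take no account of scan campaign or scan day. An effect of the scan campaign is not excluded, as the split that called 516 in the interaction put all 4 arrays of the earlier campaign on one side.

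Comparisons within an NPMI class, for which the paper describes clusters of genes but gives no count of its own, gave 55 genes between ZS11 and the low-NPMI pool and 5 between 73290 and the high-NPMI pool as realigned by limma. Of the 55, 7 were higher in ZS11 and 48 lower. Lower in ZS11 were GRF7 (-3.42, SE 0.39, limma adjusted p = 0.022), ribosomal protein L34, MI82263 (-3.22, limma adjusted p = 0.022), and MI2710, annotated only as SMB (-2.94, limma adjusted p = 0.022), and higher was VHA-A, MI13331, of the vacuolar proton pump (2.32, limma adjusted p = 0.041). The 5 genes lower in 73290 than in the high-NPMI pool included the 60S acidic ribosomal protein MI80991 (-4.89, SE 0.47, limma adjusted p = 0.0097), MI92080 (-4.47, SE 0.39, limma adjusted p = 0.0055), AGP23 (-4.0, SE 0.44, limma adjusted p = 0.029) and RD22 (-2.61, SE 0.31, limma adjusted p = 0.046). As deposited 0 genes passed by limma in either, with 4136 and 1119 at an unadjusted p of 0.05, and 10726 and 4337 as realigned. The count of 55 was 0 with median scaling (12692 at an unadjusted p), a replicate block (10702), the chip as a random block (7602) or a fit of the 2 samples compared (10662), by limma in each. It was 5 with an intensity trend, 11 with cyclic loess, 29 with the scan day as a random block, 103 with normexp, 111 without background correction, 1215 with the campaign as a fixed term and 4781 with array weights. The 3 arrays of the low-NPMI pool share a chip with no other sample, so chip and sample cannot be told apart. The count of 55 was also 0 without any 1 of ZS11 replicates 1 to 3, 6 and 12 without 73290 replicates 2 and 3, 3 and 4 without replicates 1 and 3 of the high-NPMI pool, and 235, 10 and 1 without replicates 1 to 3 of the low-NPMI pool. The count of 5 was 0 by limma in a fit of the 2 samples compared (3796 at an unadjusted p), 1 with a replicate block, 3 with normexp, median scaling, cyclic loess or the chip as a random block, 9 with the foreground mean and 17 without background correction. It was 3 without ZS11 replicate 3, 13 without 73290 replicate 1, 1, 2 and 1 without replicates 1 to 3 of the high-NPMI pool, and 3 without replicate 3 of the low-NPMI pool. With 3 arrays a side the splits are too few for a share under 0.05, and the highest other split called 0 against the real 55, and 1 against the real 5.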

How the results depend on the processing

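Of the settings below, the realigned arrays, the 7 arrays in register, array weights, the lists matched on symbols, the clustering of called genes and the 6 t-test forms were chosen after seeing the data. Counts are given in the order ZS11 against 73290, ZS11 against the high-NPMI pool, the low-NPMI pool against 73290, the low- against the high-NPMI pool, ZS11 against the low-NPMI pool, 73290 against the high-NPMI pool, the interaction, and both pools against both parents, unless named. Where a setting moved a count, the cause was not tested.

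As deposited, all 8 counts were 0 by limma and stayed 0 with each background correction, the foreground mean, median scaling, cyclic loess, either filter, the table the authors normalized, no fold limit, the trend, and the chip or scan day as a random block. The first 6 were also 0 in a fit of the 2 samples compared, which was run for these alone. Scan days with both samples, run for ZS11 against 73290 and between the pools, gave 0 as well. On the 7 arrays in register the comparisons without the low-NPMI pool stayed at 0. The fit of the 2 samples compared gave 931, 2095, 1962, 1578, 2713 and 1357 in the first 6 at an unadjusted p, the table the authors normalized 884, 1504, 3131, 2668, 3966, 1093, 1472 and 2783, and the 7 arrays in register 4079, 10422, 4996, 1974, 7813, 7079, 3215 and 11343. In the last of these the low-NPMI pool has 1 array, its replicate 1, which is assumed to vary like the arrays of the other samples. The settings that moved them were the unadjusted p, the fold limit alone, the campaign term and leaving out 1 array. At an unadjusted p of 0.05 with the fold limit the counts were 937, 1499, 3341, 2708, 4136, 1119, 1608 and 2899, with 35 shared by the parents and the pools, 6837 in at least 1 of the 4 comparisons, 4 in all 4 in one direction, and 1, 8, 7 and 9 of the 75 probes of Table S2. With the fold limit alone they were 34863, 38755, 45197, 43191, 46596, 37032, 53312 and 39022, with 18688 shared, 70161 in at least 1, 5210 in all 4, and 42, 46, 50 and 44 of Table S2. With the campaign as a fixed term 1 gene passed between ZS11 and the high-NPMI pool, 1 in at least 1 comparison, 3 between 73290 and the high-NPMI pool, and 590 in the pools against the parents. Without replicate 1 of the low-NPMI pool 1 gene passed in the low-NPMI pool against 73290, 1 against the high-NPMI pool, 1 in at least 1 comparison and 1 against ZS11; leaving out any other array gave 0 in all.

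With the arrays realigned the counts were 25, 5, 36, 0, 55, 5, 4 and 483, with 56 in at least 1 of the 4 comparisons, 0 shared and 0 in all 4. At an unadjusted p they were 2160, 5410, 10067, 4115, 10726, 4337, 3127 and 9302, with 207 shared, 15961 in at least 1, 49 in all 4, and 5, 14, 18 and 10 of Table S2. With the fold limit alone they were 10347, 17957, 24994, 16651, 25299, 15909, 23325 and 15900, with 3765 shared, 38735 in at least 1, 935 in all 4, and 15, 29, 35 and 26 of Table S2. No background correction gave 41, 1, 112, 0, 111, 17, 4 and 862, with 142 in at least 1. The foreground mean gave 40, 13, 35, 0, 51, 9, 10 and 740. Normexp gave 20, 6, 53, 0, 103, 3, 2 and 597. Median scaling gave 39, 0, 5, 0, 0, 3, 3 and 346, and cyclic loess 36, 0, 3, 0, 11, 3, 3 and 352, with 36 in at least 1. Higher and lower calls in the low-NPMI pool against 73290 were 28 and 8 with quantile normalization, 3 and 2 with median scaling, and 3 and 0 with cyclic loess. Any scaling moved the median of all probes by at most 0.08. The filter at 500 gave 30, 1, 27, 0, 42, 7, 4 and 446. The filter at 100 removed no tested probe, so leaving it out tests nothing. A fit of the 2 samples compared gave 0 in the first 6 by limma, with 2232, 5951, 8466, 3945, 10662 and 3796 at an unadjusted p. The trend gave 15, 1, 8, 2, 5, 6, 0 and 267, with 22 in at least 1. Array weights gave 77, 132, 111, 0, 4781, 6, 17 and 2568, with 266 in at least 1.

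By batch, the campaign as a fixed term gave 28, 0, 2006, 0, 1215, 6, 2 and 2221 on the realigned arrays, with 2018 in at least 1. The chip as a random block gave 10, 0, 3, 0, 0, 3, 2 and 87, with 10 in at least 1, and the scan day as a random block 74, 0, 61, 4, 29, 6, 24 and 35, with 124 in at least 1. Within the scan days that held both samples, 0 genes passed in ZS11 against 73290 and 0 in the low- against the high-NPMI pool by limma with 2 arrays a side, in both versions, with 1966 and 817 at an unadjusted p as deposited and 3888 and 6034 as realigned.

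With the replicate number as a replicate block, the realigned counts were 6, 0, 3, 0, 0, 1, 0 and 245, with 7 in at least 1, and as deposited all were 0 by limma (1154, 1323, 3757, 2515, 3821, 1246, 1404 and 2950 at an unadjusted p). The numbers do not pair the samples: of 18 pairs of arrays with the same number in different samples, 9 as deposited and 5 as realigned had deviations that correlated over 0.1, from -0.502 to 0.474 and from -0.445 to 0.357. The block moved no other count by over 1.5 times.

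The 6 t-test forms on the table the authors normalized, at an unadjusted p of 0.05 and 1.5-fold, are given for the 4 comparisons, then the genes shared by the parents and the pools, those in at least 1 comparison, those in all 4 in one direction and those of Table S2 in the 4 comparisons. The equal-variance form on linear values gave 1135, 2264, 1369 and 963, then 12, 5109 and 3, then 18, 33, 17 and 12. Welch's form on linear values gave 742, 1471, 835 and 618, then 5, 3341 and 2, then 11, 25, 10 and 5. The paired form on linear values gave 968, 1923, 1142 and 901, then 6, 4645 and 1, then 8, 16, 10 and 4. On log2 values the equal-variance form gave 1229, 2644, 1807 and 1109, then 19, 6078 and 2, then 14, 25, 13 and 7. Welch's form on log2 values gave 807, 1810, 1131 and 622, then 8, 4021 and 0, then 10, 20, 8 and 5. The paired form on log2 values gave 1432, 3488, 2110 and 1185, then 13, 7728 and 0, then 8, 14, 8 and 3. After Benjamini-Hochberg adjustment 0 genes passed by any of them, and 0 by limma on the same table.

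Leaving out an array is given in the order ZS11, 73290, high- and low-NPMI pool, replicates 1 to 3 of each, on the realigned arrays. ZS11 against 73290 then counted 5, 6, 22, 16, 3, 4, 9, 20, 11, 22, 27 and 18. ZS11 against the high-NPMI pool counted 0, 0, 0, 0, 1, 2, 0, 0, 0, 3, 14 and 0. The low-NPMI pool against 73290 counted 6, 18, 16, 12, 4, 4, 20, 20, 3, 228, 7 and 3. Between the pools it was 11 without replicate 1 of the low-NPMI pool and 0 otherwise. Genes in at least 1 comparison numbered 8, 22, 32, 21, 5, 7, 25, 35, 11, 243, 41 and 18. ZS11 against the low-NPMI pool counted 0, 0, 0, 63, 6, 12, 3, 61, 4, 235, 10 and 1, and 73290 against the high-NPMI pool 6, 4, 3, 13, 4, 6, 1, 2, 1, 7, 6 and 3. The interaction counted 0, 2, 4, 4, 3, 2, 0, 2, 1, 4, 3 and 2, and the pools against the parents 23, 101, 161, 172, 257, 209, 127, 717, 26, 572, 225 and 75. Where an array left out leaves 2 in a sample, the pooled spread is used for that sample.

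Past camera's adjusted p of 0.05 were 0 pairs of list and comparison as deposited, 1 with median scaling and 0 to 4 without an array (4 without ZS11 replicate 3, 3 without replicate 1 of the low-NPMI pool). As realigned there were 2, 0 with an estimated correlation, 0 by fry and 7 by fry in either direction, 3 with median scaling or normexp, and 1 to 5 without an array (5 without ZS11 replicate 3 or 73290 replicate 2, 4 without replicate 2 of the low-NPMI pool, 1 without ZS11 replicate 2 or replicate 3 of the high-NPMI pool). The largest of the 6 groups of called genes held 19 genes, 19 with complete linkage, 19 with Euclidean distance and 20 with median scaling. The correlation between the parents' and the pools' log2 differences ran from -0.287 (without ZS11 replicate 3) to 0.233 (without 73290 replicate 1) as deposited, and from -0.092 (without 73290 replicate 1) to 0.151 (without 73290 replicate 3) as realigned. It was 0.008 and 0.038 within scan days.

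Some single differences turned direction. MI52894 in ZS11 against the high-NPMI pool, 0.18 as deposited, was -0.27 with the arrays realigned, -0.39 on the 7 arrays in register, -0.06 without ZS11 replicate 3 and -0.13 without replicate 3 of the high-NPMI pool, the highest being 0.46 without replicate 1 of that pool. In the low- against the high-NPMI pool it was -0.37 as deposited, 0.10 with the arrays realigned, 0.24 on the 7 arrays in register and 0.02 within scan days. With the arrays realigned, MI5510 was at 0.06 in the low-NPMI pool against 73290 and MI37359 at -0.16 between the pools. Named for the realigned arrays, MI56551 between the pools was at -0.18 as deposited (3.12 as realigned), EXPA15, MI42134, at -0.52, and MI31876 at -0.31. Of the other named genes' values as realigned, 1421 kept direction and side of the FDR, 346 kept direction and no longer passed, 31 kept direction and newly passed, and 3 turned, and with an array left out these were 1004, 323, 5 and 0. As deposited 408 kept both, 3 newly passed and 1 turned, and all 300 kept both with an array left out.

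Not run were the lists averaged over probes of 1 Arabidopsis locus, since no table pairs all probes with loci, and the clustering of genes called as deposited, since limma called none at the FDR, or by the fold limit alone. Signal over background limits dim probes: 0.76% to 3.94% of the probes per array were not above background and gave no value there, and a probe missing on 1 array was not tested.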

Differences from the paper's values

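The t-test forms and the realigned arrays were chosen after seeing the values, and the other settings were set before the data were examined. The paper's thresholds are an FDR of 0.05 with 1.5-fold in its methods and a p of 0.05 with 1.5-fold in the legend of Fig. 2A, which does not say whether that p is adjusted.

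The paper reports 1051 differentially expressed genes between ZS11 and 73290, 2136 between ZS11 and the high-NPMI pool, 1269 between the low-NPMI pool and 73290 and 907 between the pools. The count here was 0 in each, by limma at the FDR as deposited. That test found 0 of 66 probes changed by 3 on the log2 scale in simulated data with the spread of these arrays, so a count of 0 says little about expression. Of the settings set before the data were examined, the unadjusted p came within 1.5 times of the paper's count for ZS11 against 73290 (937) and against the high-NPMI pool (1499) and not for the low-NPMI pool against 73290 (3341) or between the pools (2708). All others lay outside: the fold limit alone gave 34863, 38755, 45197 and 43191, and the rest 0, except 1 between ZS11 and the high-NPMI pool with the campaign term, and 1 in both comparisons of the low-NPMI pool without its replicate 1. The realigned arrays, with 25, 5, 36 and 0, also lay outside.

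For overlaps the paper reports 207 genes shared by the comparisons of ZS11, 97 by those of the low-NPMI pool, 92 by the comparisons with 73290 and 114 by those with the high-NPMI pool. It reports 10 genes shared by ZS11 against 73290 and the low- against the high-NPMI pool, and 4805 genes in all. Each was 0 here by limma at the FDR as deposited. With the unadjusted p these were 234, 944, 157, 205, 35 and 6837, of which 234 and 6837 lie within 1.5 times of the paper's 207 and 4805. No other setting set before the data were examined came within 1.5 times of any of the 6.

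An equal-variance t-test on the linear values of the table the authors normalized, at an unadjusted p of 0.05 and 1.5-fold, came within 1.5 times of every one of these counts. It gave 1135, 2264, 1369 and 963 genes, overlaps of 229, 110, 108 and 126, 12 shared and 5109 in all. It was chosen after seeing the values, and of the paper's own called items it drops 0 of the 1904 genes read from Table S1 and 0 of the 75 of Table S2. The array methods do not name this test; the paper names Student's t-test for phenotypes. The other forms were also chosen after seeing the values. On linear values, Welch's form gave 742, 1471, 835 and 618 and 3341 in all, dropping 586 of the 1904 and 28 of the 75, and the paired form 968, 1923, 1142 and 901 and 4645 in all, dropping 1023 and 39. On log2 values the equal-variance form gave 1229, 2644, 1807 and 1109 and 6078 in all, dropping 341 and 22, Welch's form 807, 1810, 1131 and 622 and 4021 in all, dropping 716 and 34, and the paired form 1432, 3488, 2110 and 1185 and 7728 in all, dropping 1107 and 45. Of these, Welch's form on linear values lay outside for the low-NPMI pool against 73290, and the paired form on log2 values outside for ZS11 against the high-NPMI pool, the low-NPMI pool against 73290 and the total. Among the overlaps, Welch's form on log2 values (88) and the paired form on log2 values (74) came within 1.5 times of 97, the equal-variance (97) and paired (82) forms on log2 values of 92, the equal-variance (233) and paired (161) forms on log2 values of 207, the paired form on linear values (81) and the equal-variance form on log2 values (107) of 114, and Welch's (8) and the paired (13) form on log2 values of 10. After Benjamini-Hochberg adjustment each form called 0. By comparison, limma at the unadjusted p drops 1583 of the 1904 and 56 of the 75 as deposited, and 1333 and 46 as realigned. At the FDR, limma calls 3 of the 1904 on the realigned arrays and 0 as deposited, and 0 of the 75 in both.

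The paper describes MI52894 as strongly higher in the high-NPMI pool and 73290. It reports the same direction by RT-PCR, a separate measurement that was not analysed here. Its own array ratio of ZS11 to the high-NPMI pool, 1.126, has ZS11 as the higher. Here 73290 was the highest as deposited, with ZS11 at -0.56 and the low-NPMI pool at -1.11 against it, but ZS11 was above the high-NPMI pool by 0.18, and no difference passed the FDR. With the arrays realigned ZS11 was below that pool, at -0.27, and on the 7 arrays in register at -0.39, both as the paper states. In the same settings the low-NPMI pool lay above the high-NPMI pool, by 0.10 and 0.24, against the statement, where it was at -0.37 as deposited. As ratios, the values as deposited (0.68, 1.13, 0.465 and 0.775) lie within 1.5 times of the paper's (0.716, 1.126, 0.505 and 0.794).

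For cluster I the paper states higher expression in ZS11 than in the other 3 samples. The mean centred log2 level here, as deposited, was highest in the high-NPMI pool (0.45), with ZS11 at 0.29 above 73290 (-0.06) and the low-NPMI pool (-0.60), where the SDs of 0.16 and 0.20 of the first pair overlap. As realigned ZS11 was highest (0.18), as the paper states, with 0.10 in the high-NPMI pool. For cluster II the paper states higher levels in ZS11 and partly in the low-NPMI pool, and more in the high-NPMI pool than in 73290. Here ZS11 was highest (0.42), but 73290 (0.38) lay above the high-NPMI pool (-0.15), and the low-NPMI pool was lowest (-0.59), and as realigned the order was the same (0.25, 0.16, -0.14 and -0.16). The parental arrays of the later scan campaign then lay among the pool arrays, at -0.14 (ZS11 replicate 3) and -0.09 (73290 replicate 1). For cluster IV the paper states lower levels in the high-NPMI pool and 73290 than in ZS11 and the low-NPMI pool. Here 73290 was highest (0.53), and the low-NPMI pool (-0.31) lay below ZS11 (0.26), while the high-NPMI pool was lowest (-0.32) as the paper states. As realigned 73290 was at 0.20, ZS11 at 0.13, the low-NPMI pool at -0.07 and the high-NPMI pool at -0.22, with 73290 replicate 1 at -0.13 and ZS11 replicate 3 at -0.19. These levels are means of log2 values over the part of each cluster that was read from Table S1. The paper's text does not give the centring or scaling behind Fig. 2B. Centring a gene on another value moves all 4 samples alike, and scaling by gene need not.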

Other observations

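The tests chosen only after the result was seen are those on the held-out features, on the parents' large differences (read for the grid, for the chip and for the alleles) and on the splits of the arrays as deposited, and the genes named here were chosen after their values were seen.

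No gene list was tested for both RIL pools against both parents, and the genes here are single ones of the 409 that were higher and 74 lower in the pools as realigned. GRP-3, MI61364, a glycine-rich protein, differed by 3.28 (SE 0.43, limma adjusted p = 0.015) and passed the FDR in 13 of 15 other settings of the realigned arrays. The glycine-rich RNA-binding protein ATGRP7 had probes at 2.78 (MI52244, limma adjusted p = 0.044) and 2.60 (MI49049, limma adjusted p = 0.015). MI2710, annotated only as SMB, lay at 12.1 and 12.2 in the high- and low-NPMI pools against 9.26 in ZS11 and 9.76 in 73290 (2.64, SE 0.24, limma adjusted p = 0.0034), and EMB3009, MI35131, differed by 2.39 (SE 0.19, limma adjusted p = 0.0025). Also higher was the cytosolic chaperone HSC70-1, MI54002 (2.24, limma adjusted p = 0.035). Lower in both pools was TCTP, MI4121, a translationally controlled protein, at 11.83 and 12.59 against 14.7 and 14.14 (-2.21, SE 0.32, limma adjusted p = 0.02). As deposited 0 genes passed the FDR in this comparison by limma, with 2899 at an unadjusted p of 0.05. The realigned count of 483 was 23, 101 and 161 without ZS11 replicates 1 to 3, 172, 257 and 209 without those of 73290, 127 and 26 without replicates 1 and 3 of the high-NPMI pool, and 225 and 75 without replicates 2 and 3 of the low-NPMI pool.

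By fry's test of change in either direction, which sets a list against no change and not against other probes, the adjusted p as realigned was 0.00097 for heat shock, 0.0041 for flowering time, 0.0065 for anther tapetum, 0.0062 for wounding and cold response and 0.014 for cell cycle in the low-NPMI pool against 73290, 0.0062 for anther tapetum in ZS11 against the high-NPMI pool, and 0.023 for wounding and cold response between the pools. No member of these lists passed the FDR, and 10067 of all 75786 probes lay past an unadjusted p of 0.05 and 1.5-fold in the low-NPMI pool against 73290. As deposited, histone probes had a median of -0.64 in the low-NPMI pool against 73290 (camera adjusted p = 0.0038, and adjusted p = 0.95 with an estimated correlation), and ribosomal proteins had a camera adjusted p of 0.032 in that comparison and 0.003 between the pools, and the photosynthetic apparatus 0.016 between the pools (adjusted p = 0.95 with an estimated correlation for each).

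With each probe centred over the 12 arrays, realigned arrays of the same RNA sample correlated at -0.034 on average over 12 pairs, and arrays of different samples scanned on the same day at 0.253 over 4 pairs. As deposited the first principal component held 37.9% of the variance and parted the 5 displaced arrays from the 7 in register.

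On 5 arrays the intensities did not follow the other 7 position by position. Failed hybridisation or degraded RNA is argued against: with the offset of each block found on a random part of its features, the median correlation over the held-out features was 0.811 to 0.913 on these arrays, against 0.022 to 0.133 as deposited. A spot grid displaced by whole rows or columns stays a candidate explanation, as negative-control features brighter than the median probe went from between 28.9% and 49.2% to between 13.0% and 28.3%, with 15.2% to 22.2% on the other arrays, but ZS11 replicate 3 already lay under the bound of 34.3% as deposited. Of 160 probes at least 8-fold apart between ZS11 replicates 1 and 2 and 73290 replicates 2 and 3, 63.7% ran the same way between ZS11 replicate 3 and 73290 replicate 1 after realignment (50.0% of 98 as deposited), which is under the 65% set as the bound against the displaced grid, with an exact binomial 95% interval from 55.8% to 71.2% that holds the bound, and the test presumes that these differences recur on other chips. No biological explanation was tested.

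Those 160 probes differed by a median of 3.45 on the log2 scale between ZS11 replicates 1 and 2 and 73290 replicates 2 and 3, and by 0.33 in the same direction between ZS11 replicate 3 and 73290 replicate 1, which lay on other chips (quartiles -0.40 and 2.10). This is consistent with an effect of the chip of hybridisation, although the scan campaign, or the choice of the widest differences, could give the same value. Parental alleles that segregate in the RILs would place the pools between the parents, and both pools lay between them for 60.6% of the probes (78.1% for the high- and 71.2% for the low-NPMI pool), which decides neither way. The median place from 73290 at 0 to ZS11 at 1 was 0.57 for the high- and 0.54 for the low-NPMI pool. A difference between the parents stays open, as untested on other chips beyond these arrays.

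Triosephosphate isomerase probes were lower in the low-NPMI pool than in 73290 and the high-NPMI pool as deposited. The 8144 brightest probes on the arrays in register had median differences of -0.87 and -0.95 in these comparisons, and of 0.04 and -0.01 in those of ZS11, as deposited. As realigned, the 7579 brightest were at -0.09 and -0.12, and at 0.01 and 0.00. The displaced arrays, which are 2 of the 3 of the low-NPMI pool and 1 of 3 in each other sample, are thus a candidate explanation for the lower level of bright probes. A difference between low- and high-NPMI plants in this enzyme stays open, as untested.

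With 3 arrays a side the splits are too few for a share under 0.05. As deposited the real count was 0 in each comparison, with the highest other split at 0 for ZS11 against 73290 and against the high-NPMI pool and for 73290 against the high-NPMI pool, 1074 for the low-NPMI pool against 73290, 1362 between the pools and 500 for ZS11 against the low-NPMI pool. The splits with 1074, 1362 and 500 parted the displaced arrays from those in register, a structure of the samples. For the interaction and for pools against parents, 100 splits were drawn, but any split reaches the real counts of 0, so their share says nothing about chance. The highest others were 6756 and 6700, both of which put the 5 displaced arrays and 1 array of the high-NPMI pool against the other 6. As realigned the real counts were 25, 5, 36 and 0 in the 4 comparisons and the highest others 0, 0, 0 and 2. For the equal-variance t-test on the table the authors normalized, the real counts were 1135, 2264, 1369 and 963 and the highest others 6059, 5993, 13325 and 15062, several times the real ones. The split with 13325 (73290 replicate 1 with replicates 2 and 3 of the low-NPMI pool against the rest) and that with 15062 (replicates 1 and 2 of the high- with replicate 1 of the low-NPMI pool against the rest) part displaced arrays from those in register. Those with 6059 and 5993 put ZS11 replicates 1 and 2 with 73290 replicate 3, and with replicate 1 of the high-NPMI pool. Of the genes this test called, 53.2%, 59.4%, 48.5% and 42.6% kept their direction and 1.5-fold on the realigned arrays, among those measured there, and 98.3%, 96.6%, 83.8% and 86.1% kept their direction, with 7 of the 12 arrays not moved between the versions.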
